# STAT3 in the dorsal raphe gates behavioural reactivity and regulates gene networks associated with psychopathology

**DOI:** 10.1038/s41380-020-00904-2

**Published:** 2020-10-12

**Authors:** Sonali N. Reisinger, Spyros Sideromenos, Orsolya Horvath, Sophia Derdak, Ana Cicvaric, Francisco J. Monje, Martin Bilban, Martin Häring, Micaela Glat, Daniela D. Pollak

**Keywords:** Neuroscience, Depression

## Abstract

The signal transducer and activator of transcription 3 (STAT3) signalling pathway is activated through phosphorylation by Janus kinases in response to a diverse set of immunogenic and non-immunogenic triggers. Several distinct lines of evidence propose an intricate involvement of STAT3 in neural function relevant to behaviour in health and disease. However, in part due to the pleiotropic effects resulting from its DNA binding activity and the consequent regulation of expression of a variety of genes with context-dependent cellular consequences, the precise nature of STAT3 involvement in the neural mechanisms underlying psychopathology remains incompletely understood. Here, we focused on the midbrain serotonergic system, a central hub for the regulation of emotions, to examine the relevance of STAT3 signalling for emotional behaviour in mice by selectively knocking down raphe STAT3 expression using germline genetic (STAT3 KO) and viral-mediated approaches. Mice lacking serotonergic STAT3 presented with reduced negative behavioural reactivity and a blunted response to the sensitising effects of amphetamine, alongside alterations in midbrain neuronal firing activity of serotonergic neurons and transcriptional control of gene networks relevant for neuropsychiatric disorders. Viral knockdown of dorsal raphe (DR) STAT3 phenocopied the behavioural alterations of STAT3 KO mice, excluding a developmentally determined effect and suggesting that disruption of STAT3 signalling in the DR of adult mice is sufficient for the manifestation of behavioural traits relevant to psychopathology. Collectively, these results suggest DR STAT3 as a molecular gate for the control of behavioural reactivity, constituting a mechanistic link between the upstream activators of STAT3, serotonergic neurotransmission and psychopathology.

## Introduction

Globally, 350 million people suffer from major depressive disorder (MDD), which is estimated to constitute the number one cause of disease burden by 2030. However, MDD is not the only severe mental illness presenting with an epidemic propagation. 60 million people worldwide are confronted with a diagnosis of bipolar depression (BP) and patients suffering from schizophrenia (SCZ) are estimated at 21 million (available from: http://www.who.com). Despite half a century of intensive research, our insight into the pathophysiological principles underlying these excruciating conditions remains incomplete, thus limiting the development of urgently needed novel diagnostic and therapeutic strategies. Efforts originating from the Research Domain Criteria concept, launched by the National Institute of Mental Health in 2008 [1], suggest a research program focused on the investigation of individual constructs of behaviour and brain function, rather than disease models of psychiatric disorders. Others have suggested a bottom-up strategy, centred on the identification and exploration of individual aetiological factors, to be more effective [2].

Here we used a combinatorial approach to examine the involvement of a specific molecular element, Signal transducer and activator of transcription 3 (STAT3), for behavioural phenotypes with relevance across traditional psychiatric disease entities and to interrogate the underlying neural principles. Activation of the transcription factor STAT3 is consequent to an intracellular molecular cascade involving activation of Janus kinase (JAK) in response to a diverse set of immunogenic and non-immunogenic stimuli, ultimately culminating in the phosphorylation and dimerisation of STAT3. Upon phosphorylation and dimerisation, STAT3 translocates to the nucleus to regulate gene expression directly, or by forming complexes with other transcription factors [3, 4].

The focus on STAT3 and its dependent molecular pathways originated from a set of observations which collectively propose an intricate involvement in neural function relevant to behaviour in health and disease: (i) STAT3 is a major orchestrator of cellular immune processes in response to cytokine activation, which has been highly implicated in psychopathology within the framework of the “immune hypothesis” [5–10]; (ii) besides cytokines, STAT3 activation can reflect the action of many different upstream regulators with relevance for neural function, including growth factors, hormones and endocannabinoids [11–19]; (iii) STAT3 importantly influences synaptic plasticity-related events [20–22] and can act to control gene expression through epigenetic processes [23–25], hereby potentially impacting on neural mechanisms relevant for psychopathology independently of its genomic activities or immune stimulation; (iv). Several indications for an interrelationship between STAT3 and the serotonergic neurotransmission system, highly implicated in the aetiology of psychiatric disorders, have also recently emerged [26, 27]. Indeed, a role for STAT3 in psychopathology, respectively in relevant animal models thereof, has been reported by our own group and others [26–32], overall suggesting STAT3 signalling as a regulatory lever for the expression of negative emotional behaviour and the response to aversive conditions. Due to this converging evidence, we hypothesised an important role for STAT3 signalling, specifically within the serotonergic system of the brain, in the regulation of behavioural traits relevant to mental illness. We set out to experimentally address this question using a serotonergic cell-specific STAT3 knockout mouse (*Sert*^Cre/+^; *Stat3*^fl/fl^). A thorough behavioural characterisation of this mouse model, together with in vivo electrophysiological recordings and transcriptomic analysis of the dorsal raphe (DR), where most serotonergic cell bodies are located [33], was complemented by the corresponding behavioural evaluation of the consequences following viral-mediated, short-term knockdown of STAT3 in the adult DR. Collectively, the findings obtained provide convincing evidence that STAT3 works as a molecular switch in the DR governing the expression of gene networks central to psychopathology, with consequences for neuronal function and reflected in a reduced negative behavioural reactivity to aversive conditions and a parallel diminished response to the sensitising effects of amphetamine.

## Materials and methods

Please see the supplementary materials and methods for a comprehensive description of all procedures. A list of sample sizes employed in each experiment can be found in Supplementary Table 1. Sample sizes were determined according to own and other´s published results of comparable studies [34–37]. During all experiments prior to statistical analysis, animals´ identities were numerically encoded, allowing the experimenter to be blinded to the genotype or experimental condition of each subject.

### Animals

Conditional STAT3 knockout mice *Sert*^Cre/+^; *Stat3*^fl/fl^ (“KO”) and littermate *Sert*^Cre/+^; *Stat3*^fl/+^ (“control”) were bred from founder pairs of B6.129S1-Stat3 < tm1Xyfu > /J (JAX stock #016923, Jackson Laboratories, Bar Harbour, ME, USA) [38] and B6.129(Cg)-Slc6a4 < tm1(cre)Xz > /Cnrm (European Mouse Mutant Archive, Monterotondo Scalo, Rome, ITA) [39]. *Sert*^+/+^; *Stat3*^fl/fl^ were employed for viral knockdown experiments. Mice were kept on a 12/12 hour light/dark cycle in a temperature-controlled colony room (22 ± 1 °C) and provided with food and water *ad libitum*. Single-housed male and female littermate mice (8–16 weeks at experiment onset) were used for all experiments. All animal experiments were conducted adhering to the European Communities Council Directive of September 22, 2010 (2010/63/EU) after approval by the national authorities (Austrian Federal Ministry of Education, Science and Research, no. BMBWF-66.009/0175-V/3b/2019).

### In vivo electrophysiology of DR 5-HT neurons

In vivo recordings of DR 5-hydroxytryptamine (5-HT, serotonin) neurons were essentially conducted as previously reported [36].

An Axoclamp-2B amplifier was used to obtain extracellular recordings and analogue-to-digital data conversion was done using the Digidata-1440 interface. Data processing and analysis were performed using the software pClamp-10 and Clampfit, respectively (all apparatus and software: Axon Instruments, Union City, USA).

### Behaviour

Preliminary analysis of STAT3 KO behaviours revealed no genotype × sex interactions, therefore mice of both sexes were collapsed into a single group of each genotype, and mixed-sex groups were used in all other experiments.

#### Sucrose preference test (SPT)

The SPT followed an established protocol [36] and relative sucrose preference (% of total liquid consumption) was calculated and used as indicator of hedonic behaviour [40].

#### Novelty-suppressed feeding (NSF)

The NSF was conducted according to a published procedure [36] and the latency to the first bite (s) from a pellet placed in a brightly-lit arena was used as relevant parameter [41].

#### Forced swim test (FST)

The FST was carried out using automated movement tracking software (VideoTrack v3, Viewpoint, Champagne au Mont d’Or, France) as reported earlier and the relative immobility (%) was calculated [36].

#### Open field test (OFT)

The OFT was performed to measure spontaneous locomotor activity (total distance travelled, m) [36] in arenas fitted with laser beams for automatic movement tracking and analysis (Activity Monitor v5, MedAssociates, Fairfax, USA).

#### Light-dark box (LDB)

The LDB was used to evaluate anxiety-like behaviour (time spent in the aversive light zone, %) [36, 42] employing an automated tracking and analysis system (Activity Monitor v5, MedAssociates).

#### Elevated plus maze (EPM)

Anxiety-like behaviour in the EPM (time spent in open arms, %) was determined as previously described [36, 43] using Videotrack (Viewpoint).

#### Rotarod (RR)

Motor coordination was tested using an automatic RR system for rodents (MedAssociates) [36]. Average latency to fall (s) was determined over 3 trials.

#### Amphetamine sensitisation

Locomotor sensitisation (% change in distance travelled from day 1) was evaluated in the open field (apparatus as above) for 30 minutes after i.p. injection of *d-*amphetamine (2 mg/kg free base, 10 ml/kg volume) (protocol adapted from [44]).

#### Conditioned place preference (CPP)

CPP was performed using a biased experimental paradigm [45] employing *d*-amphetamine (5 mg/kg free base, 10 ml/kg volume i.p.) or saline injections (0.9%, 10 ml/kg volume i.p.). Side preference (%) on the test day was calculated after 6 days of training.

### Drugs

*D*-amphetamine sulphate (GlaxoSmithKline, London, UK) was dissolved in physiological saline (0.9%) for administration during amphetamine sensitisation and CPP. To obtain the indicated free base concentrations, a conversion factor of 1.36 was applied to calculate the amount of *d*-amphetamine sulphate needed.

### Immunohistology and quantification of fluorescence

Mice were anaesthetised (ketamine 100 mg/kg; xylazine: 40 mg/kg; i.p., both 10 ml/ kg) and transcardially perfused using 4% paraformaldehyde in PBS. 30 µm sections of the DR (Bregma −4.0 mm to −5.2 mm [46]) were collected on a cryostat and used for double 5-HT/STAT3, Iba1/STAT3, GFAP/STAT3, STAT3 and NeuN stainings (primary antibodies: goat anti-5-HT, Abcam, ab66047, 1:200; rabbit anti-STAT3, Santa Cruz Biotechnology, sc-7179, 1:100; rabbit anti-Iba1, Fujifilm Wako Pure Chemical Corporation, 019-19741, 1:1000; rabbit anti-GFAP, G4546, Sigma-Aldrich, 1:500; mouse anti-STAT3, Abcam, ab119352, 1:100; mouse anti-NeuN, Chemicon/ Sigma-Aldrich, MAB377, 1:500; secondary antibodies: donkey anti-goat, Alexa 488, Invitrogen, A11055, 1:200; donkey anti-rabbit, Alexa 594, Invitrogen, A21207, 1:500; goat anti-mouse, CF 594, Merck, SAB4600402, 1:1000). An overview of the primary antibodies employed can be found in Supplementary Table 2.

Images were obtained using a Nikon A1 laser scanning microscope and the software NIS-Elements AR (version 5.02.01, Nikon Instruments Inc., Tokyo, JP) using 20X, 60X or 100X objectives. Quantification of STAT3 immunoreactivity within the ROI or within specific cell types was performed using the software ImageJ [47, 48]. Briefly, quantification of 5-HT/STAT3, Iba1/STAT3 and GFAP/STAT3 experiments was conducted in areas expressing 5-HT, Iba1 or GFAP, i.e., serotonergic cells, microglia or astrocytes, respectively. Selection masks were created via thresholding single-channel images of these immunostainings and were subsequently applied to the corresponding single-channel images of STAT3 immunoreactivity as “ROIs”. In these images STAT3 signal intensities in each of the relevant cell types was quantified and compared between groups. For the quantification of STAT3 expression in the DR after viral delivery of Cre recombinase or GFP respectively, STAT3 signal intensity was quantified using ImageJ in a rectangular ROI corresponding to the DR (ca. 700 × 800 µm^2^; ventral to cerebral aqueduct at midline) and obtained values were compared between groups.

### Brain extraction

Mice were killed by cervical dislocation, whole brains were extracted, rapidly embedded in O.C.T. medium (Sakura Finetek, Staufen im Breisgau, GER) and stored at −80 °C. The DR was collected from four 300 µm-thick coronal sections (Bregma −4.0 mm to Bregma −5.2 mm [46]) by dissecting a square area (1.5 × 1.5 mm^2^) directly below the aqueduct [46]. Tissue was stored in RNALater (ThermoFisherScientific, Vienna, AUT) at −20 °C.

### RNA isolation

RNA extraction was performed using miRNEasy Mini Kit (Qiagen, Venlo, NL) by following the manufacturer’s protocol precisely (“Quick start guide”). RNA was eluted from the column filter in the final step using 40 µl of RNAse-free water.

### RNA-Seq and bioinformatic analysis

Samples were quality-checked using a Bioanalyzer (Agilent Technologies, Santa Clara, USA) and showed RNA Integrity Numbers above 7.0. Library preparation and sequencing was performed as previously described [49]. Data were analysed on the Illumina Basespace platform (Illumina, San Diego, USA) using the RNA-Seq alignment app and followed up using STAR aligner [50] and DESeq2 [51]. Raw *p* values were corrected by applying the Benjamini-Hochberg method and a false discovery rate of 5% to produce *q* values.

The full dataset is available online in the NCBI GEO (gene expression omnibus) functional genomics data repository under the accession number GSE146101.

### Quantitative Real Time-PCR

450 ng of DR RNA were used for cDNA synthesis using the DyNamo cDNA Synthesis Kit (ThermoFisherScientific) by following the manufacturer’s instructions. STAT3 expression relative to β-actin expression were then determined using qRT-PCR using the ΔΔC(t) method [52]. Primer sequences are available in Supplementary Table 2.

### Viral knockdown STAT3 in midbrain DR

Male and female *Stat3*^fl/fl^ mice were deeply anaesthetised with isoflurane. 0.5 µl of AAV-Cre (pAAV.CMV.HI.eGFP-Cre.WPRE.SV40, Addgene viral prep #105545-AAV5) or AAV-GFP (pAAV.CMV.PI.EGFP.WPRE.bGH; Addgene viral prep #105530-AAV5; produced by James M. Wilson; titre: 10^13^ genome copies/ ml) were infused over 8 min at each of the following coordinates (adjusted for each mouse using a conversion factor *f* as outlined in [53]): (a) *x* = 0.0, *y* = −4.5, z = −2.9; (b) *x* = 0.0, *y* = −4.5, *z* = −2.7.

Upon completion of behavioural testing mice were transcardially perfused and 30 µm DR sections were examined for the overall spread of GFP+ cells.

### Statistical analysis

GraphPad Prism 7.0 (GraphPad Software Inc., San Diego, USA) was used for all statistical analyses and preparation of graphs. Statistical outliers falling outside the interval mean ± 2 SD were pre-excluded from analyses to avoid skewing the data, as this interval represents >95% of values around the mean of a normally distributed dataset. Two-tailed, two-sample Student’s *t* test was applied wherever two groups were being compared (with Welch correction where *F*-test indicated unequal variances) and in the case of a repeated measures design, repeated-measure ANOVA was applied.

## Results

### Serotonergic STAT3 knockout alters DR neuronal firing rate

STAT3 conditional knockout mice (*Sert*^Cre/+^; *Stat3*^fl/fl^; hereinafter “KO”) bearing a STAT3 deletion in all SERT-expressing cells, i.e., predominantly serotonergic neurons of the midbrain DR [33, 54], were used here to examine the effects of STAT3 disruption on aspects of physiology and behaviour relevant to psychopathology.

STAT3 expression in DR 5-HT neurons of KO and control mice was evaluated by specific immunoreactivity in brain sections. STAT3 fluorescence intensity was quantified within 5-HT-labelled cells (mask defined as the “ROI”; Fig. 1A) and revealed a significant reduction of STAT3 within serotonergic neurons of the KO DR (Fig. 1B, C; t_16_ = 2.607; *p* = 0.019; *n* = 8–10/group). However, STAT3 immunoreactivity in microglia (Supplementary Fig. 1A, B; *t*_16_ = 0.751; *p* = 0.4636; *n* = 9/group) and astrocytes (Supplementary Fig. 1C, D; *t*_16_ = 0.101; *p* = 0.921; *n* = 9/group) was generally low and showed no differences between groups.

**Fig. 1:**
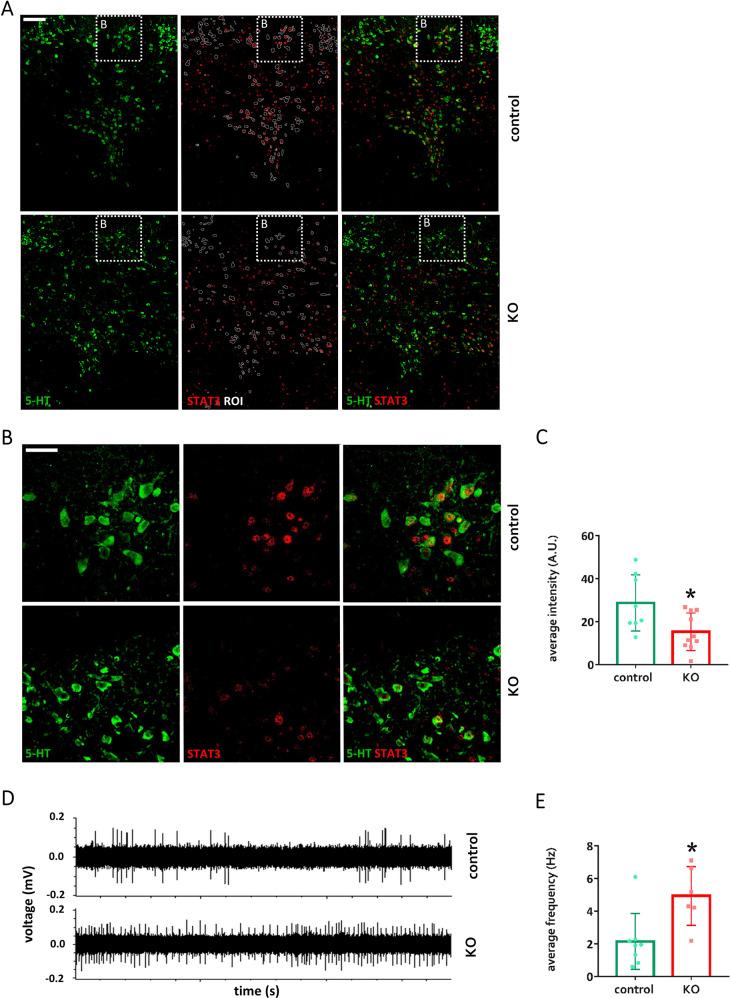
Loss of serotonergic STAT3 alters 5-HT neuronal excitability in vivo. **A** STAT3 immunoreactivity was evaluated within 5-HT-positive cells (ROI: white outlines shown in STAT3 channel) in images of the DR area (representative 4 × 5 stitched 60X images; scale bar: 100 µm), illustrating a visible reduction of STAT3 signal within the specified ROI (i.e., serotonergic cells) in KO animals. White dashed boxes mark the detailed area depicted in (**B**). **B** Corresponding single panel images of 5-HT and STAT3 immunoreactivity and a merged image in control and KO mice (60X, scale bar: 50 µm). **C** Quantification of STAT3 immunoreactivity within the ROI confirmed the reduction of STAT3 expression in KO serotonergic neurons of the DR. **D**, **E** STAT3 KO mice displayed significantly increased serotonergic firing frequencies compared to controls. 5-HT: 5-hydroxytryptamine; A.U.: arbitrary units; DR: dorsal raphe; KO: knockout; ROI: region of interest; STAT3: signal transducer and activator of transcription 3. All data are presented as mean ± SD. *p < 0.05.

In vivo electrophysiological recordings of extracellular action potentials in this region revealed significantly higher average firing rates of serotonergic neurons in KO compared to controls (Fig. 1D, E; *t*_12_ = 2.960; *p* = 0.012; *n* = 6–8/group), suggesting an impact of STAT3 deletion on intrinsic excitability features of 5-HT neurons.

### Absence of serotonergic STAT3 results in a more active coping style and reduced negative emotional displays under stressful conditions

In light of the reported association between STAT3 signalling and mental illnesses [26–29], we next subjected STAT3 KO mice to extensive behavioural testing, with a particular focus on paradigms examining emotional behaviours relevant to depression. Baseline locomotor activity in the OFT was comparable between genotypes as control and KO groups travelled similar total distances (Fig. 2A; *t*_50_ = 0.892; *p* = 0.377; *n* = 26/group). Furthermore, KO animals did not display any alterations in motor coordination in the RR (Fig. 2B; *t*_49_ = 1.317; *p* = 0.194, *n* = 24–27/group). Serotonergic STAT3 knockout did not influence hedonic behaviour in the SPT (Fig. 2C; *t*_48_ = 0.759; *p* = 0.452; *n* = 24–26/group). In contrast, STAT3 KO mice did behave differently than control animals in the tests probing emotional behaviour under stressful conditions: in the NSF, KO mice displayed shorter latencies to feed from a food pellet placed in the centre of a brightly lit arena, indicating that when the drive to eat is contrasted by the fear of an illuminated open space in a novel environment, KO animals are more ready and able to override fear in order to terminate the conflict situation (Fig. 2D; *t*_43_ = 2.557; *p* = 0.014; *n* = 22–23/group). Importantly, this behavioural effect was not driven by overt differences in metabolism or hunger between groups: Neither individual body weight (Fig. 2E; *t*_43_ = 0.454; *p* = 0.652; *n* = 22–23/group), nor relative weight loss during the 24-h food restriction period (Fig. 2F; *t*_43_ = 0.404; *p* = 0.688; *n* = 22–23/group), nor food consumption immediately post-NSF (Fig. 2G; *t*_43_ = 1.184; *p* = 0.243; *n* = 22–23/group) were impacted by serotonergic STAT3 deletion. In the FST, mice lacking serotonergic STAT3 displayed lower levels of immobility than controls (Fig. 2H; *t*_44_ = 4.430; *p* < 0.0001; *n* = 23/group), evidencing an augmented proactive coping style of the KO group when faced with the adversity of inescapable stress [55]. Anxiety-like behaviour in the LDB and the EPM was similar between groups (Fig. 2I, J; LDB: *t*_47_ = 1.324; *p* = 0.192; *n* = 24–25/group; EPM: *t*_47_ = 1.324; *p* = 0.192; *n* = 24–25/group), suggesting that STAT3 knockout in serotonergic neurons does not influence anxiety-like behaviour in a situation of free choice.

**Fig. 2:**
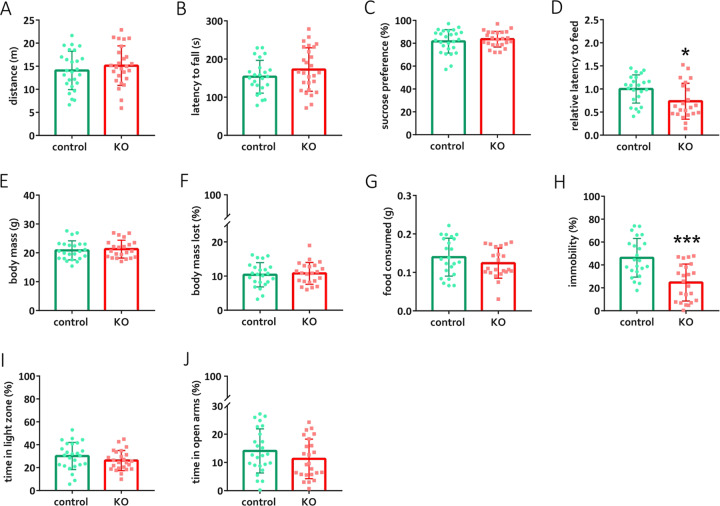
Loss of serotonergic STAT3 leads to differential behavioural reactivity in stressful behavioural paradigms. Motor function was not impacted by knockout of STAT3 in serotonergic cells, as (**A**) locomotor activity in the OFT and (**B**) motor coordination in the RR were similar between groups. **C** No differences between genotypes in sucrose preference were found in the SPT. **D** Average latency to feed in an adverse environment was reduced in KO animals relative to controls in the NSF. No effect of serotonergic STAT3 knockout on (**E**) body mass, (**F**) body mass lost during the food restriction period preceding the NSF, or (**G**) food consumption immediately after the NSF test. **H** KO animals showed markedly reduced passive immobility behaviour in the FST in comparison to controls. Avoidance of the adverse compartments in (**I**) LDB and (**J**) EPM were unchanged by serotonergic STAT3 knockout. EPM: elevated plus maze; FST: forced swim test; KO: knockout; LDB: light-dark box; NSF: novelty-suppressed feeding; OFT: open field test; RR: Rotarod; SPT: sucrose preference test; STAT3: signal transducer and activator of transcription 3. All data are presented as mean ± SD. *p < 0.05; ***p < 0.001.

### Transcripts altered in DR of mice lacking serotonergic STAT3 encompass a multitude of genes and gene sets associated with severe mental illnesses

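RNA was sequenced from the DR of 12 mice, 4 controls (2 females and 2 males) and 8 STAT3 KO mice (4 females and 4 males), with 1 library per animal. The DR was taken as a square piece of tissue below the aqueduct, so each library holds RNA from serotonergic cells and from every other cell of that piece. The authors mapped the reads to the mm10 assembly and deposited the number of reads counted on each of 24421 gene symbols, without normalisation. Between 24379588 and 27849492 reads were counted on genes in the controls (median 26698107.5), and between 27324999 and 29645210 in STAT3 KO mice (median 28122539.5). These were 84.2% to 86.1% of the reads listed for a library, and the other reads were assigned to no single gene. The 10 most abundant genes took 3.42% to 3.74% of the counts. At these depths 3 counts, the smallest level taken as measurable, equal 0.101 to 0.123 CPM, a floor that covers counting error only. Xist was read at 461 CPM or more in the females and at most at 0.364 CPM in the males, and Ddx3y at most at 0.274 CPM in the females and at 125 CPM or more in the males, so 0 of 12 libraries went against the sex on the label. Counts were normalised for library size with edgeR's TMM method. The 15453 genes that passed edgeR's expression filter were compared between genotypes with the two-sided quasi-likelihood test, with both sexes in one group as in the behavioural experiments. Genes with a Benjamini-Hochberg adjusted p below 0.05 were counted as DEG. The labels name no sequencing batch.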

We next examined molecular patterns paralleling the behavioural consequences of STAT3 deletion in the DR. mRNA sequencing was chosen as a bias-free approach to determine differences in gene expression between controls and STAT3 KO. Initial analysis revealed 194 significantly differentially expressed genes (DEG) (Fig. 3A, red dots; full results in Supplementary Table 3A). 

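Stat3 (ENSMUSG00000004040, chromosome 11 of GRCm38, 100885098 to 100939540) was read at 66.6 ± 1.49 CPM (SD, n = 4) in controls and at 66.3 ± 2.72 CPM (SD, n = 8) in STAT3 KO mice. Its log2 fold change was -0.0077 (standard error 0.039, adjusted p = 0.992 from edgeR's quasi-likelihood test), with a 95% confidence interval from -0.084 to 0.069. Exons 18, 19 and 20, which the line deletes in serotonergic cells, lie on chromosome 11 between 100893665 and 100894216. They hold 288 of the 4516 nucleotides (6.38%) of one annotated transcript of Stat3. The counts cover the whole gene in all cells of the tissue and do not resolve these exons. The controls carried the same Cre and were heterozygous for the floxed allele, so the comparison is not with mice of intact Stat3. The log2 fold changes of the serotonergic genes Slc6a4 and Tph2 were -0.075 (standard error 0.19) and 0.055 (standard error 0.11).

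Of the 15453 genes tested, 0 had an adjusted p below 0.05. The smallest adjusted p from edgeR's quasi-likelihood test was 0.387. At an unadjusted p below 0.05 there were 1184 genes (7.66%). With DESeq2 in place of edgeR, 6 genes had an adjusted p below 0.05. The alternative that moved the count most, chosen after seeing the data, used one dispersion per expression level in place of one per gene and gave 297 genes, 184 higher and 113 lower in STAT3 KO mice.

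Supplementary Table 3A marks 194 genes as significant, by the paper's own test 112 higher and 82 lower in STAT3 KO mice. In the deposited counts 190 of them could be tested, and the fold change of all 190 had the direction given in that table. The log2 fold changes differed from the paper's by a median of 0.0055 and by at most 0.18. Of the 190 genes, 0 had an adjusted p below 0.05 over all genes and 133 had an unadjusted p below 0.05. Adjusted over the list alone, 68 passed, but the list is the paper's own selection from these animals, so that number shows no stability. Without 1 animal at a time, 3 to 130 passed over the list, and 85 to 141 had an unadjusted p below 0.05. In a two-sided exact permutation test over all splits of the animals into groups of 4 and 8, 93 of the 190 genes had a p below 0.05, and 0 passed after adjustment over the list. The same exact permutation test gave a p below 0.05 for 1097 of all 15453 genes (7.10%). The values of the genotypes did not overlap for 6 of the 190 genes, and for 69 of all 15453 genes. Chance gives 0.404%.

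The largest rises in Supplementary Table 3A were those of Ttr, Col6a5, Ppp1r17, Gdf10 and 1500015O10Rik. Ttr had a log2 fold change of 5.01 (standard error 1.98, adjusted p = 0.615 from edgeR's quasi-likelihood test). It had 5918 counts in STAT3 KO 8 and 5706 in STAT3 KO 16, and between 3 and 102 counts in the other animals of either genotype, and DESeq2 gave a log2 fold change of -0.24. Col6a5 rose by 1.97 on the log2 scale (standard error 0.56) and was higher in 8 of 8 STAT3 KO mice than in any control (two-sided exact permutation p = 0.0162). The size of this rise rested on STAT3 KO 7, 10 and 14, with 276 to 341 counts. The other STAT3 KO mice had 70 to 79 counts, and the controls 24 to 59. For 1500015O10Rik the log2 fold change was 1.70 (standard error 0.48, two-sided exact permutation p = 0.0121). Ppp1r17 and Gdf10 each had a log2 fold change of 1.75, within the spread of the animals (two-sided exact permutation p = 0.149 and p = 0.135). The largest falls were those of Gm11549, Tbr1, 9130024F11Rik, Ddn and Egr3. Gm11549 had 174 counts in control 4 and at most 36 in the other animals, and did not pass the expression filter. Tbr1, 9130024F11Rik, Ddn and Egr3 had log2 fold changes of -2.11, -1.67, -1.52 and -1.42. All were highest in control 4, and without that animal their log2 fold changes were 1.03, 0.52, 0.70 and 0.33. In its discussion the paper relates the gene sets enriched in 2 subsets of its DEG to communication between cells.

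**Figure D1:**
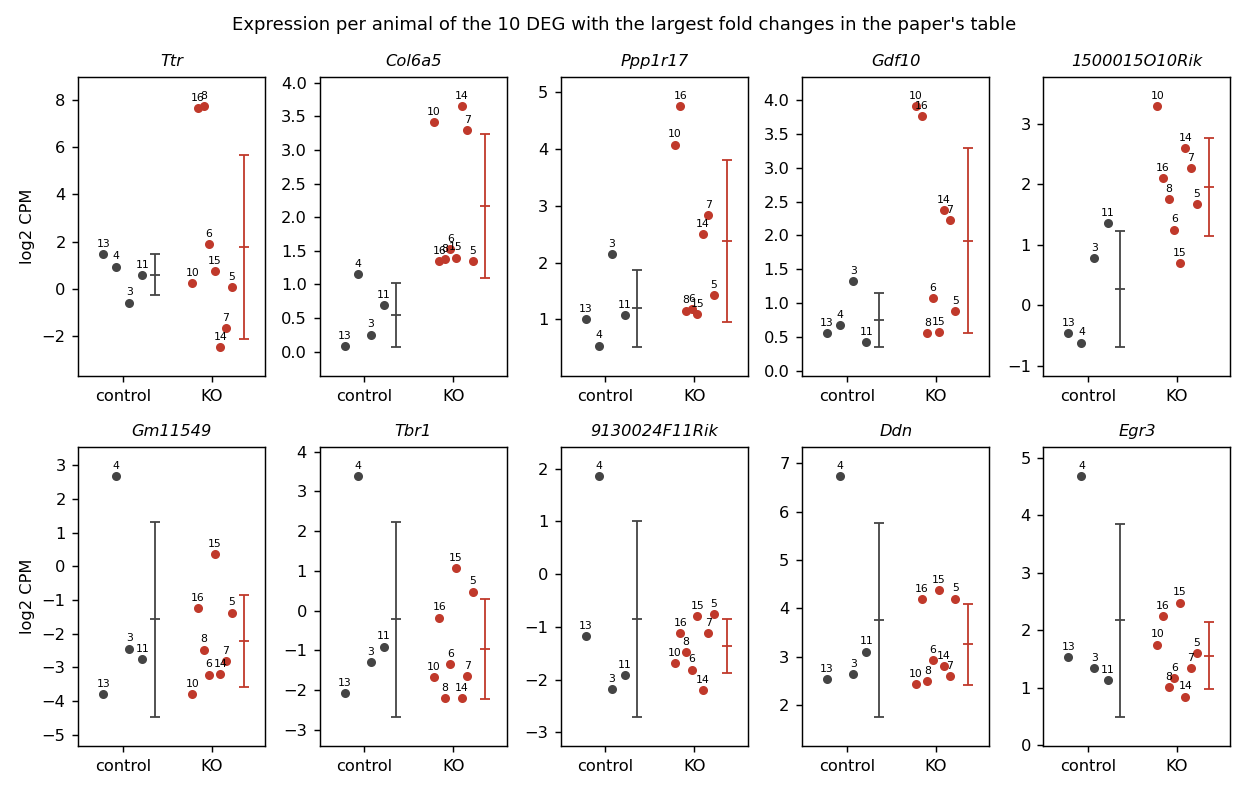
Expression in log2 CPM (y axes, each with its own range) of the 10 genes with the largest rises and falls in Supplementary Table 3A, for the 4 controls (grey) and 8 STAT3 KO mice (red). Each point is an animal with its number, and the bars give mean ± SD. Ttr is high in animals 8 and 16 only, and Gm11549, Tbr1, 9130024F11Rik, Ddn and Egr3 are highest in control 4.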

We specifically examined STAT3 mRNA expression in the same area using qRT-PCR, selectively targeting the exons deleted in STAT3 KO which contain the SH2 domain necessary for STAT3 dimerisation [38]. We confirmed significantly reduced STAT3 expression in this group (Fig. 3B; *t*_11_ = 3.556; *p* = 0.005; *n* = 6–7/group). Of the 194 DEG, we found that 111 are experimentally validated STAT3 targets (DEG×STAT3) according to ChIP-Atlas [56] (Fig. 3C). While this does not necessarily imply that dysregulation of these genes is responsible for the observed behavioural phenotype, we were most interested in the particular features and functional classifications of gene sets under direct control of STAT3. Gene list enrichment analysis using Enrichr [57, 58] revealed the 111 DEG×STAT3 to be disproportionately related to several gene ontology (GO) terms, including several GO categories associated with particular subtypes of ion transport, as well as the GO terms “neurotransmitter transport” and “nervous system development” (Fig. 3D, white bars). 

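The paper names no genes of its ion transport terms. Of the genes of potassium and sodium channels among the DEG of Supplementary Table 3A, 10 were analysed here, namely Kcna1, Kcna2, Kcnab3, Kcnc2, Kcng4, Kcnj4, Kcnv1, Scn1a, Scn4b and Scn8a. All 10 were read lower in STAT3 KO mice, with log2 fold changes from -1.34 to -0.23. Their adjusted p from edgeR's quasi-likelihood test lay between 0.615 and 0.753, so 0 of the 10 passed, while 9 had an unadjusted p below 0.05. In the two-sided exact permutation test, 7 of the 10 genes had a p below 0.05, with the lowest p for Kcnc2. Kcnc2 (chromosome 10 of GRCm38, 112271121 to 112467024) was read at 122 ± 15.0 CPM (SD, n = 4) in controls and 100.2 ± 8.20 CPM (SD, n = 8) in STAT3 KO mice, a log2 fold change of -0.29 (standard error 0.074, exact permutation p = 0.00808). Scn4b (chromosome 9, 45138395 to 45154152) was read at 264 ± 63.4 CPM in controls and 188 ± 25.5 CPM in STAT3 KO mice, a log2 fold change of -0.49 (standard error 0.13, exact permutation p = 0.0101). Both were under the control mean in 8 of 8 STAT3 KO mice. The falls of Kcnj4 and Kcnv1 rested on control 4, and without it their log2 fold changes were 0.25 and 0.39. With one dispersion per expression level, the alternative chosen after seeing the data, 9 of the 10 passed.

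**Figure D2:**
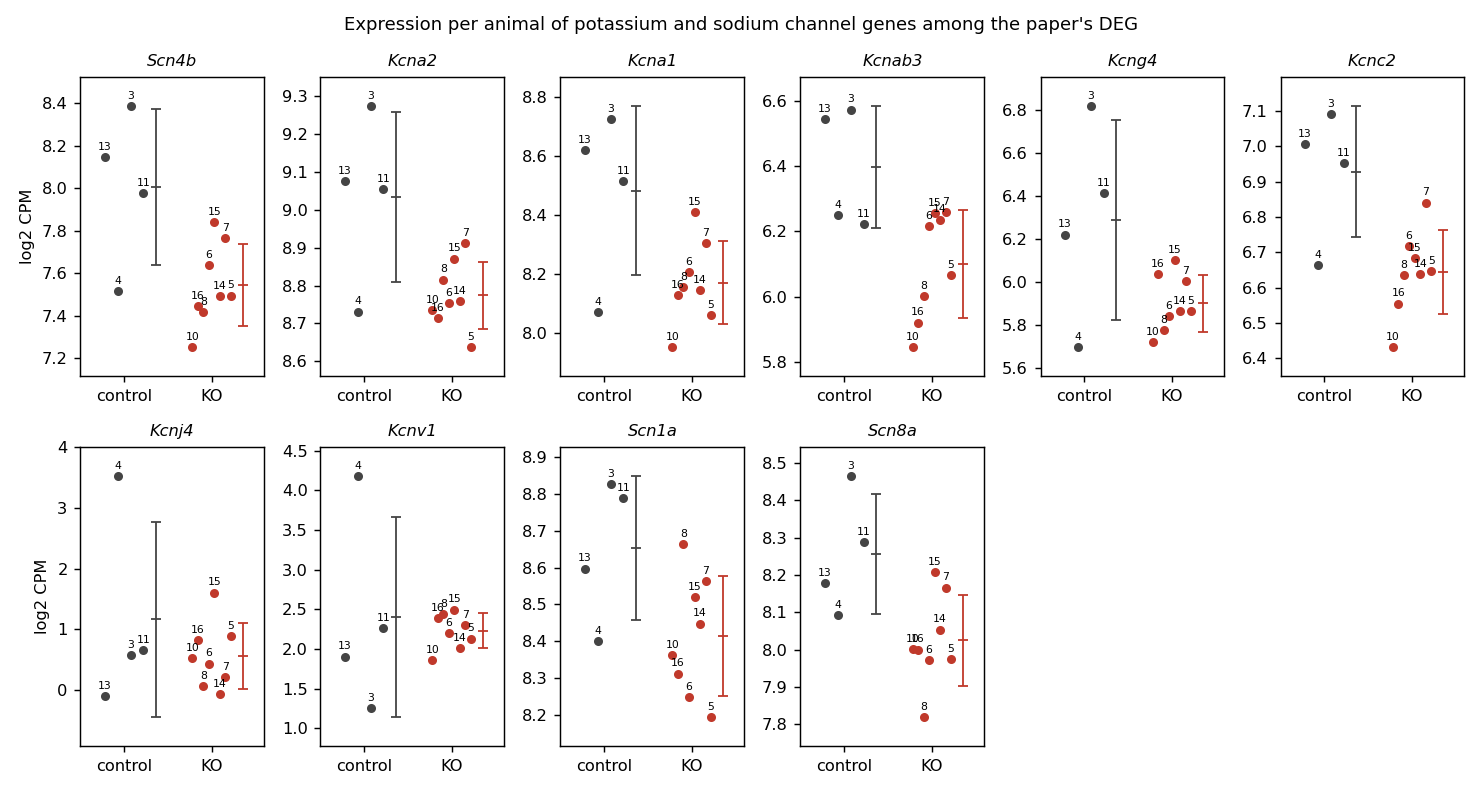
Expression in log2 CPM (y axes, each with its own range) of 10 potassium and sodium channel genes among the DEG of Supplementary Table 3A, for the 4 controls (grey) and 8 STAT3 KO mice (red). Each point is an animal with its number, and the bars give mean ± SD. Control 4 lies among the STAT3 KO mice for Kcnc2 and Scn4b and is the highest of the 12 animals for Kcnj4 and Kcnv1.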

Looking at KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways, we found that DEG×STAT3 genes were significantly enriched in genes belonging to the “synaptic vesicle cycle” pathway (Fig. 3D, black bars; both: full results in Supplementary Table 3B). 

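The paper does not name the genes of this pathway in its text. From the genes marked in Supplementary Table 3A, 8 whose products act in the loading, release and uptake of transmitter were chosen from general knowledge, namely Slc17a6, Slc17a7, Cplx1, Vamp1, Syt2, Sv2b, Slc6a2 and Slc6a3. In the deposited counts 7 of them were lower and 1, Slc6a2, was higher in STAT3 KO mice. The choice leaves out other genes of transmitter uptake such as Slc1a3, which was higher, with a log2 fold change of 0.28 (standard error 0.11). None passed in edgeR's quasi-likelihood test, with 0 of 8 below an adjusted p of 0.05 and 6 of 8 below an unadjusted p of 0.05. Sv2b (chromosome 7 of GRCm38, 75114894 to 75309262) was read at 148 ± 14.7 CPM (SD, n = 4) in controls and 122 ± 11.8 CPM (SD, n = 8) in STAT3 KO mice, a log2 fold change of -0.28 (standard error 0.074, two-sided exact permutation p = 0.0101). Cplx1 (chromosome 5, 108518554 to 108550024) fell from 1040.1 ± 131 CPM to 881 ± 54.4 CPM, a log2 fold change of -0.24 (standard error 0.067, exact permutation p = 0.0101). For Vamp1 the log2 fold change was -0.25 (standard error 0.075, exact permutation p = 0.0222). Slc17a6, the vesicular glutamate transporter 2 gene, had a log2 fold change of -0.29 (standard error 0.099, exact permutation p = 0.0465), and without control 4 it was -0.42, with an adjusted p of 0.0424 from edgeR's quasi-likelihood test. Slc17a7 had a log2 fold change of -1.27 with all animals (exact permutation p = 0.244) and of 0.11 without control 4. Syt2 and Slc6a3 had log2 fold changes of -0.32 and -0.91 (exact permutation p = 0.0687 and p = 0.206). In the exact permutation test 4 of the 8 genes had a p below 0.05. Slc6a2 was read at 6.03 ± 5.33 CPM in controls and 10.1 ± 9.85 CPM in STAT3 KO mice, a log2 fold change of 0.74 that is within the spread of the animals (exact permutation p = 0.533). All 8 genes passed only with one dispersion per expression level, chosen after seeing the data.

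**Figure D3:**
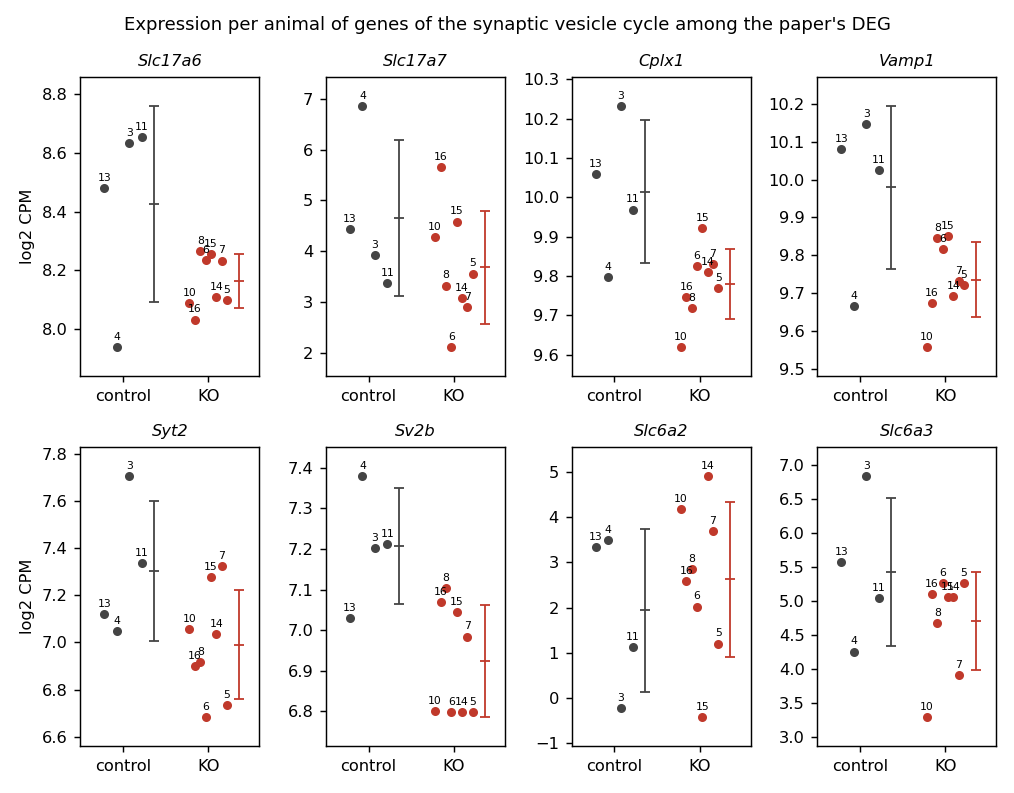
Expression in log2 CPM (y axes, each with its own range) of 8 genes chosen for the synaptic vesicle cycle from the DEG of Supplementary Table 3A, for the 4 controls (grey) and 8 STAT3 KO mice (red). Each point is an animal with its number, and the bars give mean ± SD. Control 4 is the lowest control for Slc17a6, Cplx1, Vamp1, Syt2 and Slc6a3 and the highest for Slc17a7, Sv2b and Slc6a2.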

We next consulted a database of publicly available disease-gene associations (DisGeNet [59]) for DEG previously associated with three severe mental illnesses (MDD, SCZ and BP; full list of genes in Supplementary Table 3C). Surprisingly, 52 (~27%) out of 194 DEG in the DR of STAT3 KO have been reported in association with MDD, SCZ and/or BP in at least one publication (DEG×SMI, Fig. 3E). 

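Of the disease lists of Supplementary Table 3C, the one for BP, with 836 genes, was analysed here in full. It holds 33 of the 194 genes of Supplementary Table 3A (17.0%), which are the paper's own calls. Of the genes tested in the deposited counts, 33 of these 190 DEG (17.4%) and 628 of the 15263 other genes (4.11%) were on the list, an odds ratio of 4.90 (95% confidence interval 3.23 to 7.23, two-sided Fisher's exact test p = 5.18e-12). Among 10000 random lists of 190 genes with the same mean expression, 7.69 genes were on the BP list on average, an odds ratio of 4.98. Against all genes with at least 1 count, the setting that moved it most, the odds ratio was 5.71. Of the SCZ list, the first part was analysed, and 29 of its genes were among the DEG, an odds ratio of 2.83 (95% confidence interval 1.83 to 4.26, two-sided Fisher's exact test p = 4.23e-06). These values hold for that part and do not stand for the whole SCZ list. Fisher's test and the random lists take genes as independent, while many of the DEG vary together between animals. For both lists the intervals may therefore be too narrow and the p values too small. The MDD list was not analysed here. The 33 BP genes had log2 fold changes from -1.42, that of Egr3, to 0.98, with 10 higher and 23 lower in STAT3 KO mice. In edgeR's quasi-likelihood test 0 of the 33 had an adjusted p below 0.05 and 17 an unadjusted p below 0.05. In the two-sided exact permutation test 8 of the 33 had a p below 0.05.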

We performed gene list enrichment analysis on this array of genes to identify gene sets or pathways which, by virtue of comprising genes that have previously been associated with major mental illnesses, may have a plausible likelihood of being functionally involved in the expression of the behavioural phenotype observed here. Enrichr analysis of the DEG×SMI gene set, focusing again on biological processes (GO terms, Fig. 3F, white bars) and KEGG pathways (Fig. 3F, black bars; both: full results in Supplementary Table 3D) yielded a number of significantly enriched gene sets. In particular, several of the relatively enriched gene sets again related to processes and pathways involved in neuronal signalling and synaptic function, and “nervous system development” was once more overrepresented in the DEG×SMI gene set. Intriguingly, among significantly enriched KEGG pathways, the “amphetamine addiction” pathway was also present. 

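Of the genes of Supplementary Table 3A whose products act in dopamine synthesis and uptake or in calcium-dependent kinase signalling, 3 were analysed here, namely Slc6a3, Th and Camk2a. The paper does not name the pathway's genes in its text. Slc6a3, the dopamine transporter gene (chromosome 13 of GRCm38, 73536747 to 73578672), was read at 53.2 ± 42.1 CPM (SD, n = 4) in controls and 28.3 ± 10.8 CPM (SD, n = 8) in STAT3 KO mice. Its log2 fold change was -0.91 (standard error 0.39, adjusted p = 0.631 from edgeR's quasi-likelihood test), with a two-sided exact permutation p of 0.206. Without 1 animal at a time the log2 fold change ranged from -1.19 to -0.22. Control 3 was at 114 CPM, against 18.9 to 47.2 CPM in the other controls. Th (chromosome 7, 142892752 to 142931128) was read at 57.4 ± 22.7 CPM and 44.2 ± 11.7 CPM, a log2 fold change of -0.38 (standard error 0.23, exact permutation p = 0.283). Without 1 animal at a time that of Th ranged from -0.58 to -0.10. Camk2a (chromosome 18, 60925618 to 60988152) had a log2 fold change of -0.45 (standard error 0.30, exact permutation p = 0.739), which was 0.32 without control 4. For all 3 genes the difference between genotypes was within the spread of the animals, and 0 of the 3 passed in edgeR's quasi-likelihood test, while 1, Slc6a3, had an unadjusted p below 0.05. With one dispersion per expression level, chosen after seeing the data, 3 of 3 passed.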

Since substance use disorder is highly comorbid with other forms of mental illnesses relevant to the observed behaviours [60], this association appeared particularly poignant and we hypothesised that STAT3 KO mice may by extension show altered behaviour relating to amphetamine addiction. To test this hypothesis, we performed two established behavioural tests involving amphetamine administration, each probing different aspects of the psychostimulant’s action on the brain. In the locomotor sensitisation test, the locomotor-potentiating effects of amphetamine were blunted in the KO group (Fig. 3G; STAT3 knockout – *F*_1,15_ = 5.763; *p* = 0.029; sensitisation – *F*_7,105_ = 36.310; *p* < 0.0001; STAT3 knockout x sensitisation – *F*_7,105_ = 2.652; *p* = 0.015; *n* = 8–9/group). In contrast, in the CPP both groups showed similar levels of preference for the drug-paired chamber after conditioning (Fig. 3H; STAT3 knockout – *F*_1,15_ = 0.821; *p* = 0.380; conditioning – *F*_1,15_ = 53.7; *p* < 0.0001; STAT3 knockout x conditioning – *F*_1,15_ = 0.0004; *p* = 0.9486; *n* = 8–9/group).

**Fig. 3:**
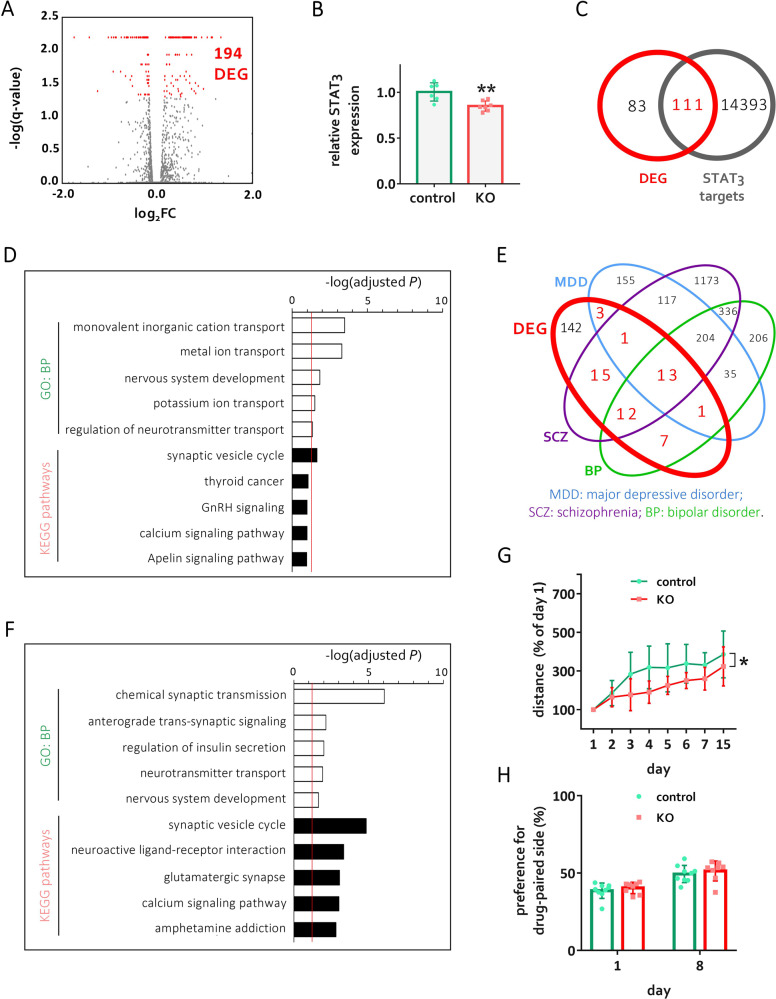
Transcriptional networks altered by serotonergic STAT3 deletion overlap with gene sets and pathways functionally implicated in psychopathology. **A** Results of RNA-Seq in DR tissue of STAT3 KO and control animals revealed 194 differentially expressed genes (DEG, red dots: *q* < 0.05). **B** qRT-PCR targeting recombined exons (18, 19, 20) of STAT3 confirms reduced expression of functional STAT3 mRNA vs. β-actin in the DR of the STAT3 KO group. **C** Of the DEG, 111 transcripts (DEG×STAT3) are reported to be direct targets of STAT3 in published ChIP-Seq experiments according to ChIP-Atlas. **D** Several gene sets relating to different aspects of synaptic transmission as well as nervous system development (GO: biological processes, white bars) and genes belonging to the synaptic vesicle KEGG pathway (black bars) were disproportionately represented among DEG×STAT3. **E** Venn analysis using lists of MDD-, SCZ- and BP- associated genes in combination with the DEG set showed 52 genes differentially expressed in KO mice which were previously associated with SMI (DEG×SMI). **F** Significantly enriched gene sets related predominantly to biological processes (white bars) and KEGG pathways (black bars) involved in neuronal excitability and cell-to-cell communication. **G** Daily *d*-amphetamine administration induced locomotor sensitisation in control mice, but this effect was significantly blunted in KO. **H** Levels of reward-associated learning in the CPP were not impacted by STAT3 loss. BP: bipolar disorder; CPP: conditioned place preference; DEG: differentially expressed genes; GO: gene ontology; KEGG: Kyoto Encyclopaedia of Genes and Genomes; KO: knockout; MDD: major depressive disorder; SCZ: schizophrenia; SMI: severe mental illnesses; STAT3: signal transducer and activator of transcription 3. All data are presented as mean ± SD. Red line in (**D**) and (**F**) denotes -log(adjusted *p* = 0.05). *p < 0.05; **p < 0.01.

### Viral knockdown of STAT3 in DR of adult mice recapitulates the emotional behavioural phenotype observed in the constitutive STAT3 knockout

In an attempt to disentangle possible developmental effects of STAT3 deletion from short-term or acute effects, we proceeded with a viral approach in order to knock down STAT3 in the DR of adult mice using AAV-GFP (control group) or AAV-Cre (STAT3 knockdown) in *Stat3*^fl/fl^ mice (Fig. 4A, B). STAT3 expression levels in the DR were quantified by comparing fluorescence intensities of total STAT3 immunoreactivity within the ROI (Fig. 4C), which confirmed STAT3 expression to be lower in the AAV-Cre group (Fig. 4D, E; *t*_8_ = 2.385; *p* = 0.044; *n* = 5/group). NeuN and DAPI immunoreactivity were employed to assess the average efficiency of viral transfection and neural tropism in the AAV-Cre group (Fig. 4F; *n* = 5–7/experiment). Behavioural experiments focused on paradigms in which genotype effects in the STAT3 KO experiments were observed. Similar to our observations in the STAT3 KO experiments, viral-mediated STAT3 knockdown did not lead to any alterations in baseline locomotor activity in the OFT (Fig. 4G; *t*_15_ = 1.164; *p* = 0.263; *n* = 8–9/group). Likewise, hedonic behaviour in the SPT was unchanged in AAV-Cre-injected mice compared to controls (Fig. 4H; *t*_15_ = 0.561; *p* = 0.583; *n* = 8–9/group). However, also mirroring STAT3 KO behaviour, AAV-Cre-injected mice exhibited shorter latencies to feed in the NSF (Fig. 4I; *t*_14_ = 2.767; *p* = 0.015; *n* = 8/group) than the AAV-GFP group. We controlled for basic differences in metabolism and appetite which may impact this behavioural trait by comparing body weight (Fig. 4J; *t*_14_ = 0.298; *p* = 0.770; *n* = 8/group), relative weight loss after food restriction (Fig. 4K; *t*_14_ = 1.163; *p* = 0.264; *n* = 8/group) and post-trial food consumption (Fig. 4L; *t*_9.168_ = 0.507; *p* = 0.624; *n* = 8/group), none of which were impacted by DR STAT3 knockdown. In the FST, the AAV-Cre group showed less immobility (Fig. 4M; *t*_15_ = 2.395; *p* = 0.030; *n* = 8–9/group), once again reminiscent of the results obtained in germline genetic STAT3 KO mice. Locomotor activity changes in response to amphetamine administration were significantly blunted in the AAV-Cre group when compared to AAV-GFP mice, phenocopying STAT3 KO behavioural performance (Fig. 4N; STAT3 knockdown – *F*_1,15_ = 7.412; *p* = 0.016; sensitisation – *F*_7,105_ = 27.180; *p* < 0.0001; STAT3 knockdown x sensitisation – *F*_7,105_ = 7.402; *p* < 0.0001; *n* = 8–9/group).

**Fig. 4:**
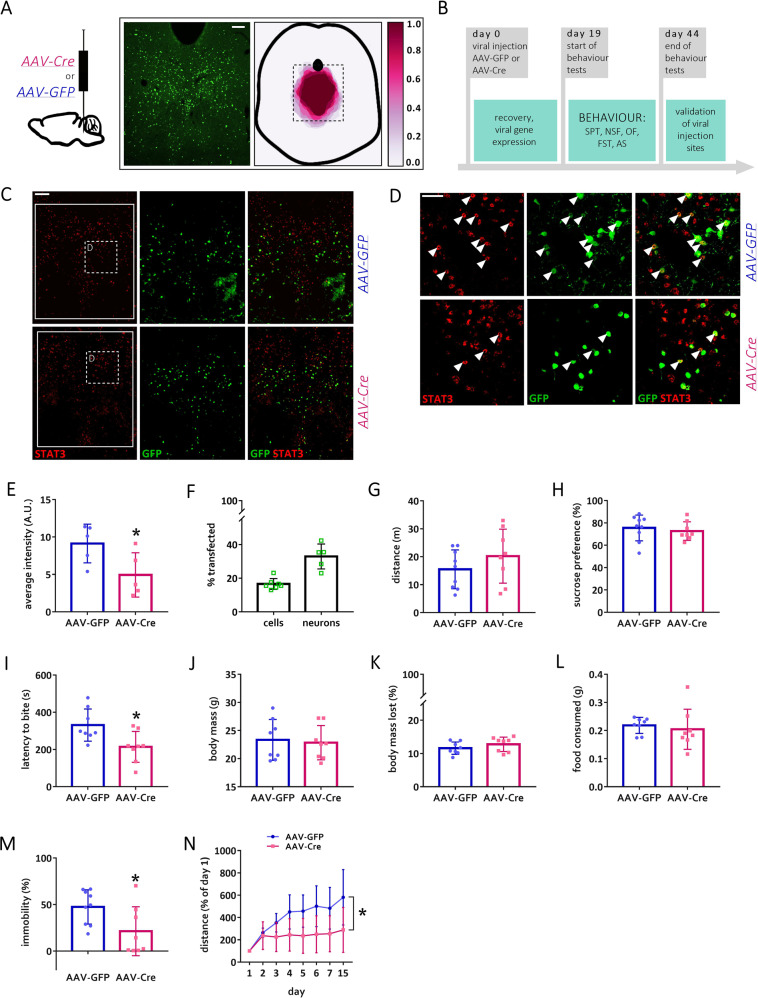
Viral-mediated knockdown of STAT3 in DR recapitulates behaviours relevant to psychopathology observed in serotonergic STAT3 KO mouse. **A** Adult *Stat3*^*fl/fl*^ mice were injected with AAV-Cre or AAV-GFP in the DR. A representative image (left panel; 10X, scale bar: 100 µm; area represented by box in right panel) and a heat map (right panel) showing the overlap of transfected areas in the cohort of AAV-Cre-injected mice are shown, with the darkest area representing the area that was targeted in all animals. **B** Timeline of experiments and procedures for the acute viral knockdown of STAT3. **C** STAT3 immunoreactivity in the DR was used to represent the efficiency of the viral knockdown strategy. STAT3 fluorescence signal intensity was quantified within the ROI (white rectangle) in the DR of AAV-Cre- vs. AAV-GFP-injected mice to (representative 4 × 5 stitched 60X images; scale bar: 100 µm). White dashed boxes mark the detailed area represented in (**D**), where single panel images (60X, scale bar: 50 µm) are shown. White arrows indicate examples of cells which are AAV-Cre or AAV-GFP transfected and have significant STAT3 immunoreactivity. These cells appear less numerous in the AAV-Cre group. **E** Quantification of overall STAT3 fluorescence intensity in the ROI confirmed Cre-mediated knockdown of STAT3 protein expression in the DR of the AAV-Cre group compared to AAV-GFP controls. **F** Transfection efficiency (DAPI + /GFP + coexpression vs. total DAPI + in ROI) and neurotropism (NeuN + /GFP + coexpression vs. total NeuN+ in ROI) were quantified in the DR of AAV-Cre injected mice. Behavioural evaluation of AAV-Cre mice did not reveal any differences in (**G**) locomotor activity in the open field or (**H**) sucrose preference in the SPT. **I** AAV-Cre mice showed significantly reduced latency to feed during the NSF while (**J**) their body mass, (**K**) the extent of weight loss due to food restriction, and (**l**) the amount of food consumed post-NSF was not impacted by DR STAT3 knockdown. **M** AAV-Cre mice displayed significantly reduced immobility in the FST when compared to the AAV-GFP group. **N** In contrast to AAV-GFP mice, AAV-Cre mice showed virtually no locomotor sensitisation to *d*-amphetamine. A.U.: arbitrary units; DR: dorsal raphe; FST: forced swim test; NSF: novelty-suppressed feeding; OFT: open field test; ROI: region of interest; SPT: sucrose preference test; STAT3: signal transducer and activator of transcription 3. All data are presented as mean ± SD. *p < 0.05.

## Discussion

We here sought to systematically investigate the relevance of STAT3 in the midbrain serotonergic system for behavioural elements relevant to psychopathology. Integrating behavioural, electrophysiological and molecular units of analysis, we aimed to shed light on the functional consequences following the disruption of STAT3 signalling in the DR under consideration of neurodevelopmental aspects.

We identified serotonergic STAT3 as a modulator of DR neuronal excitability, determinant of behavioural reactivity and as a molecular switch for a transcriptional program determining intercellular communication with relevance to psychopathology.

In the first step, we focused on neuronal activity in serotonergic cells and revealed an impact of STAT3 deletion on the function of serotonergic cells reflected in increased 5-HT firing activity in KO DR neurons in vivo. This finding not only provided a first proof that the transcriptional program orchestrated by STAT3, respectively by the loss thereof, controls serotonergic cell activity but also indicated possible consequences at the behavioural level. Indeed, the “serotonergic vulnerability” theory postulates that the neurobiological correlate of increased susceptibility to environmental stressors could be a disrupted and therefore functionally dampened 5-HT system [61–63], as differences in 5-HT tone and 5-HT neuromodulatory control over other neurotransmitter systems are proposed to predominantly regulate how an individual reacts in adverse situations [64]. Our subsequent behavioural characterisation of STAT3 KO mice revealed a remarkably close confirmation of the expected phenotype. In the SPT, which is conducted in the home cage and does not involve additional adverse conditions, hedonic behaviour was unchanged in KO mice. On the contrary, in the NSF where the animal has to resolve an internal conflict between food drive and the stressful surroundings and in the FST where the inescapability of the situation drives active versus passive (immobility) behavioural choices [65], the phenotype of STAT3 deletion reflected a bias for reduced behavioural reactivity and increased proactive coping. Importantly, differences in behavioural response styles such as these are thought to represent main determinants of stress resilience, and by extension the propensity to develop psychiatric symptoms under adverse conditions [66, 67].

Our data are also well in agreement with existing literature. It has been reported that systemic blockade of STAT3 by the small molecule stattic reduced immobility in the FST [5] and that genetic STAT3 inactivation in microglia led to a reduction in immobility in the tail suspension test and FST, but neither impacted performance in the SPT at baseline nor in response to restraint stress [28], suggesting that STAT3 deletion induces a stress-resilient phenotype. Moreover, microglial deletion of STAT3 was additionally associated with increased electrophysiological activity in slices from medial prefrontal cortex of these mice [28]. This is reminiscent of our finding of increased in vivo spontaneous firing in the DR of serotonergic STAT3 KO and supports a role for STAT3-regulated transcriptional networks in neurotransmission. Further support for the involvement of STAT3 in psychopathology is derived from studies implicating it in the action of multiple pharmacological and non-pharmacological psychiatric treatment approaches in experimental model systems [27, 29, 31, 32, 68–73]. Importantly, several important STAT3 upstream regulators may converge on activation of STAT3, including among others cytokine receptors, receptor tyrosine kinases and non-receptor tyrosine kinases as well as G-Protein coupled receptors and small regulatory RNAs (reviewed in [24]), all of which are critically involved in neural function underlying “normal” behavioural processes and their deviation in psychopathology (reviewed in [74]).

The STAT3 KO line used in the present study constitutes a functional STAT3 knock-out with a Cre-dependent deletion of exons 18, 19 and 20 harbouring the coding region for the SH2 domain, essential for STAT3 function [38]. The immunohistochemical characterization of the STAT3 KO line illustrated the pattern of STAT3 deletion, albeit the complete absence of STAT3 cannot be unequivocally demonstrated in every serotonergic cell. This aspect may be a consequence of the efficacy of the specific genetic strategy in our hands and should be taken into consideration for the further evaluation of the results.

qRT-PCR analysis confirmed the significant decrease of this specific region of the STAT3 transcript in DR tissue of STAT3 KO versus control animals. Since bulk tissue of the DR and not serotonergic cells only was used as input for the qRT-PCR, the observed decrease is only modest, but highly significant.

The transcriptional patterns revealed by RNA-Seq in STAT3 KO DR tissue are not only surprisingly rich in processes and pathways relevant to psychopathology, at the single gene and the gene set level, but also corroborate the relevance of STAT3 for intercellular communication, with a striking 13 out of the 16 significantly enriched categories and pathways across both analyses related to neurotransmission-relevant processes. These include genes pertinent to ion transport, the synaptic vesicle cycle, calcium signalling, and neurotransmitter transport. The significant increase in spontaneous firing of DR 5-HT neurons in STAT3 KO also ties in perfectly with the reported transcriptional changes in pathways mediating synaptic transmission and neuronal excitability.

Guided by the RNA-Seq analysis, we next extended the behavioural examination to paradigms pertinent to amphetamine addiction, which are therefore also relevant to behavioural constructs of the positive valence system. The blunted sensitisation response of STAT3 KO mice is notable considering the previously discussed evidence for reduced stress sensitivity, as the interrelationship between stress and psychostimulant action is solidly documented and cross-sensitisation between repeated exposure to amphetamine and stress is well-described [75–79]. Notably, the observation that serotonergic STAT3 did not affect the rewarding properties of amphetamine as evaluated in the CPP test is also strengthened by the unaltered hedonic responses in the SPT displayed by these mice.

An important aspect for the interrogation of the involvement of STAT3 in psychopathology is the potential relationship of the behavioural phenotype of STAT3 KO mice to neurodevelopmental processes. As the acute viral-mediated, location-specific knockdown of STAT3, which indicated that short-term depletion of STAT3 in the DR had comparable effects to the constitutive knockout of STAT3 in 5-HT neurons, we concluded that developmental mechanisms are likely not involved.

Taken together, by integrating behavioural with cellular and molecular units of analysis we are in a position to propose a role for STAT3 in the DR in the display of behavioural elements relevant to psychopathology. Collectively, the herein presented data allow for the postulation of a tentative model in which serotonergic STAT3 acts as a molecular gate to tune behavioural reactivity. According to this model, the transcriptional program controlled by STAT3 in the DR constitutes a mechanism regulating sensitivity and behavioural response to aversive conditions, possibly via modulation of central serotonergic function. The diversity of stimuli capable of inducing STAT3 activity further highlights the context-dependent pertinence of our findings, which collectively postulate a mechanistic involvement of serotonergic STAT3 in the regulation of behavioural reactivity, with relevance for psychopathology across boundaries of distinct disease entities.

## Supplementary information

Suppl Materials and Methods

Suppl Fig 1

Suppl Table 1

Suppl Table 2

Suppl Table 3A

Suppl Table 3B

Suppl Table 3C

Suppl Table 3C

# Supplementary material for: STAT3 in the dorsal raphe gates behavioural reactivity and regulates gene networks associated with psychopathology
**Source:** Mol Psychiatry. 2020 Oct 12;26(7):2886–99. doi: 10.1038/s41380-020-00904-2
**Supplement:** Supplementary file 1 — Suppl Materials and Methods

Reisinger SN *et al.* STAT3 in the dorsal raphe gates behavioural reactivity and regulates gene networks associated with neuropsychiatric disorders

**SUPPLEMENTARY MATERIALS AND METHODS**

1. **Animals**

Conditional STAT3 knockout mice *Sert*^Cre/+^; *Stat3*^fl/fl^ (“KO” hereafter) and littermate *Sert*^Cre/+^; *Stat3*^fl/+^ (“control” hereafter) were bred on a C57 x 129 hybrid background by crossing *Sert*^+/+^; *Stat3*^fl/fl^ females with *Sert*^Cre/+^; *Stat3*^fl/+^ males. Founder pairs were purchased from commercial providers (B6.129S1-Stat3<tm1Xyfu>/J; Charles River, Sulzfeld, GER; B6.129(Cg)-Slc6a4<tm1(cre)Xz>/Cnrm; European Mouse Mutant Archive, Monterotondo Scalo, Rome, ITA).
Littermate Sert^+/+^; *Stat3*^fl/fl^ animals of the same genetic line were employed for viral knockdown experiments. All mice were kept in a temperature-controlled colony room (22 ± 1°C) and provided with food and water *ad libitum*. Animals were maintained on a 12/12 hour light/dark cycle (with lights on at 7:00 a.m., 20 lx inside the cages). Male and female littermate mice were used for all experiments and were 8-16 weeks old at onset of experiments.
All *in vivo* experiments were performed during the light phase of the cycle and mice were single-housed for one week prior to the onset of testing. The experimenter was blind to the genotypes of mice during all behaviour testing and electrophysiological recordings until data analyses.

All animal experiments were conducted strictly adhering to the European Communities Council Directive of September 22, 2010 (2010/63/EU) and only after approval by the national authorities (Austrian Federal Ministry of Education, Science and Research, no. BMBWF-66.009/0175-V/3b/2019). All experimental protocols have been designed in consideration of and in accordance with the “3R- principles” (<https://www.nc3rs.org.uk/the-3rs>).

1. ***In vivo* electrophysiology of DR 5-HT neurons**

Mice were deeply anaesthetised using ketamine/xylazine (Ketanest, 100 mg/kg, Pfizer, Vienna, AT; Rompun, 20 mg/kg, Bayer, Vienna, AT; i.p., both 10 ml/ kg) and head-fixed in a stereotactic frame for rodents (Kopf instruments, Tujunga, CA, US). *In vivo* recordings of DR 5-HT neurons were essentially conducted as previously reported [1] . Briefly, borosilicate glass pipettes (resistance: 5–7 MΩ) were obtained using a horizontal micropipette puller (Sutter Instrument, Novato, CA, US) and filled with artificial cerebrospinal fluid (aCSF: 125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 25 mM *d*-(+)glucose, 25 mM NaHCO_3_, 1 mM MgCl_2_, 2 mM CaCl_2_; pH=7.4).
The DR was targeted at Bregma -4.5 mm (rostrocaudal axis) [2], however this coordinate was adjusted for each mouse using the conversion factor *f*, which takes into account differences in skull size and by extension brain size, and which is simply the ratio [3] between measured and published Bregma to Lambda (B-λ) distances: $\text{ }\text{f }\text{= }\frac{\text{ }B-\lambda(measured)}{B-\lambda(in Atlas)}$.
Following the calculation of *f*-adjusted coordinates, a hole was drilled into the skull at the correct rostrocaudal location. The electrode was lowered into the brain in steps of 0.5 mm (dorsoventral axis) until the recognition of characteristic serotonergic firing properties (slow frequency: ~0.8-2.5 Hz; long duration spikes: ~0.8-1.2 ms) [4–6]. Upon identification of serotonergic action potentials, spontaneous activity was recorded for at least 4 minutes.

An Axoclamp-2B amplifier (Axon Instruments, Union City, CA, US) in bridge mode was used to obtain extracellular recordings, and analogue-to-digital data conversion was done using the Digidata-1440 interface (Axon Instruments). Data processing and analysis were performed using the software package pClamp-10 and Clampfit, respectively (both Axon Instruments).

1. **Behaviour**

Sample sizes were first determined according to our own and others’ published results of comparable behavioural studies [1, 7, 8]. Since the analysis of the STAT3 KO behaviours revealed no *genotype × sex* interactions, males and females were collapsed into a single group of each genotype.

Prior to the start of behavioural testing, mice were habituated to the experimenter by handling for one minute on two non-consecutive days. On testing days all mice were transferred to the experimental room at least 45 minutes prior to the start of behavioural analyses.

*Sucrose preference test*

For the sucrose preference test (SPT) [1], mice were habituated to the sucrose solution (2% in tap water, Sigma-Aldrich, Vienna, AT) over a training period of 48 hours starting three days before the test day. After a switch back to normal tap water for 6 hours, mice were then food- and water-restricted for 18 hours prior to the test. During the 3-hour test period mice were given sucrose solution and water in identical bottles in a forced choice paradigm and liquid consumption from each bottle was determined. Bottle sides were alternated to avoid side bias. The relative sucrose preference (% of total liquid consumption) for each animal was calculated and used as indicator of hedonic behaviour [9].

*Novelty-suppressed feeding test*

Depression-related anxiety was examined in the NSF [1], in which mice (food-restricted for 24 hours prior to testing) were placed in the corner of brightly-lit arena filled with corn-cob bedding material (ca. 30 × 50 cm^2^; illuminance in centre: 800 lx), at the centre of which a single pellet of food was placed. The time from trial start until the mouse took the first bite of the pellet (latency to feed, maximum time allowed: 15 minutes) was recorded and used as relevant parameter of hyponeophagia [10]. To control for potential metabolic biases, body weight prior to the start of testing (g), body mass loss during food restriction (%) and home cage food consumption (during 5 minutes immediately after testing) of a single pre-weighed pellet were additionally analysed.

*Forced swim test*

The forced swim test (FST) was carried out using automated movement tracking software (VideoTrack v3, Viewpoint, Champagne au Mont d’Or, FR) [1]. Mice were placed into a beaker filled with tap water (23 ± 1 ˚C) for 6 minutes and recorded, with average immobility (%, defined as the absence of movement bar those necessary for floating) during the final 4 minutes evaluated and used as indicator of coping style when faced with inescapable stressors [11].

*Open field test*

The open field test (OFT) was performed to measure spontaneous locomotor activity (total distance travelled, m) upon placement into a novel environment [1]. Arenas (27.3 x 27.3 cm^2^; illuminance 300 lx) fitted with laser beams for automatic tracking of the animals’ movements were used in combination with the accompanying analysis software (Activity Monitor v5, MedAssociates, Fairfax, Vermont, US). Trials lasted 5 minutes and mice were placed into the lower left corner of the arena, initiating an automatic start.

*Light-dark box test*

Anxiety-like behaviour was evaluated using the light-dark box test (LDB) in which an opaque Plexiglas insert was placed into one side of the open field apparatus described above, with a small entrance facing the middle of the arena (illuminance of dark compartment < 5 lx; light compartment 300 lx) [1]. Mice were placed inside the dark boxes to start the 10-minute trial. Automated software-based analysis software (MedAssociates) provided the time spent in the aversive light zone (%) as indicator of anxiety-like behaviour [12].

*Elevated plus maze*

Anxiety-like behaviour in the elevated plus maze (EPM) was determined by placing the mice in the centre of a plus-shaped maze with two opposing closed arms (illuminance 10 lx, walls ~ 20 cm) and two opposing open arms, with the entire maze being elevated about 50 cm off the ground. Mice were automatically tracked using a camera and the software Videotrack (Viewpoint) during a 5-minute trial. Time spent in the aversive open arms (%) was calculated by the software and was used to determine levels of anxiety-like behaviour [13].

*Rotarod*

Motor coordination was tested using an automatic Rotarod (RR) system for rodents (MedAssociates) consisting of a rotating drum (increasing in speed from 4 to 40 RPM over 6 minutes) with separator walls and fitted with laser beam detectors [1]. Latency to fall was automatically recorded. Mice underwent 3 trials, and the average latency to fall off the Rotarod (s) was calculated.

*Amphetamine sensitisation*

Locomotor sensitisation (as % change in distance travelled from day 1/baseline) to *d-*amphetamine after repeated daily injection was evaluated in the open field (apparatus as above) for 30 minutes after i.p. injection of *d-*amphetamine (2 mg/kg free base in NaCl 0.9 %, 10 ml/kg volume) (protocol adapted from [14]). One day prior to the start of experiments (day 0), mice were injected with NaCl (0.9 %, 10 ml/kg) in the animal housing facility to habituate them to the injection procedure. The next day (day 1), they were subjected to the open field for the first time after saline injection for the determination of baseline locomotor activity. On all following days (days 2-7, day 15), mice were injected with *d-*amphetamine immediately prior to being placed in the open field. As outlined above, mice were tracked using an automated system and accompanying software (MedAssociates).

*Conditioned place preference*

CPP was evaluated using a biased experimental paradigm [15]. On the first day (day 1) mice were allowed to roam freely in a two-compartment box (floor compartment A: grid; compartment B: bars) fitted into the automated open field system described above. Side preference (%) on day 1 was calculated for each mouse for the determination of drug-compartment pairings in subsequent training sessions, during which compartments were separated by a sliding door and mice were thus restricted to one compartment. On days 2, 4 and 6 mice were injected with *d*-amphetamine (5 mg/kg free base, in NaCl 0.9 %, 10 ml/kg volume i.p.) and placed into the less-preferred compartment for 30 min, while on days 3, 5 and 7 they were placed into the preferred compartment after injection with saline solution (0.9 %, 10 ml/kg volume i.p.). On day 8, the compartment-separating door was removed again and mice were tracked while they were able to freely choose between compartments. Side preference (%) was calculated and compared between groups to evaluate differences in associative learning.

1. **Drugs**

*D*-amphetamine sulphate (GlaxoSmithKline, London, GBR) was dissolved in physiological saline (0.9%) for administration during amphetamine sensitisation (dosage 2 mg/ kg) and CPP (dosage 5 mg/ kg; injection volume 10 ml/ kg) experiments. To obtain the indicated free-base concentrations, a conversion factor of 1.36 was applied to calculate the correct amount of *d*-amphetamine sulphate to be used.

1. **Immunohistology**

Mice were anaesthetised (ketamine: Ketanest, 100 mg/kg, Pfizer; xylazine: Rompun, 40 mg/kg, Bayer; i.p., both 10 ml/ kg), then transcardially perfused with physiological saline (0.9% NaCl) followed by 4% paraformaldehyde in PBS before extracting the brain and fixing it for 24 hours in 4% paraformaldehyde at 4 °C. After a further 48 hours in 30% sucrose at 4 °C, brains were embedded in O.C.T. (Sakura Finetek), frozen and stored at -80 °C before cutting and collecting 30 µm sections of the target area, the dorsal raphe nuclei (DR) (coordinates approximately -4.0 mm to -5.2 mm [2]) using a Leica CS1950 cryotome (Leica Microsystems). Free-floating sections were stored in cryoprotectant solution (30 % glycerol, 30% ethylene glycol, 40% PBS 1X, Sigma-Aldrich) at -20 °C prior to the immunostaining procedure. For 5-HT/STAT3 only, brain sections were subjected to antigen retrieval procedure, involving the incubation of free-floating sections in 10 mM sodium citrate buffer (pH= 8.5) heated to 80 °C for 30 minutes, then for a further 30 minutes while cooling to room temperature. Standard immunofluorescence protocols were then applied for double 5-HT/STAT3, Iba1/STAT3, GFAP/STAT3, STAT3 and NeuN stainings. Briefly, sections were washed in Tris buffered saline with Triton-X 0.03% (TBST) and blocked for 30 min using 5 % donkey serum (5-HT/STAT3), 1% bovine serum albumin (Iba1/STAT3, GFAP/STAT3, STAT3) or 3% goat serum (NeuN) in TBST. Sections were incubated with the primary antibodies in TBST (goat anti-5-HT, ab66047, Abcam, 1:200; combined with rabbit anti-STAT3, sc-7179, Santa Cruz Biotechnology, 1:100; *or* rabbit anti-Iba1, 019-19741, Fujifilm Wako Pure Chemical Corporation, 1:1000; combined with mouse anti-STAT3, ab119352, Abcam, 1:100; *or* rabbit anti-GFAP, G4546, Sigma-Aldrich, 1:500; combined with mouse anti-STAT3, ab119352, Abcam, 1:100, *or* mouse anti-STAT3, ab119352, Abcam, 1:100; *or* mouse anti-NeuN, MAB377, Chemicon/ Sigma-Aldrich, 1:500) for 72 hours at 4° C on a shaker. After three washes, secondary antibody incubation (for 5-HT/STAT3: donkey anti-goat, Alexa 488, A11055, Invitrogen, 1:200, combined with donkey anti-rabbit, Alexa 594, A21207, Invitrogen, 1:500, 1.5 hours; for Iba1/STAT3: donkey anti-rabbit, Alexa 488, A11034, Invitrogen, 1:200, combined with goat anti-mouse, CF 594, SAB4600402, Merck, 1:500, 1.5 hours; for GFAP/STAT3: donkey anti-rabbit, Alexa 488, A11034, Invitrogen, 1:200, combined with goat anti-mouse, CF 594, SAB4600402, Merck, 1:500, 1.5 hours; for NeuN: goat anti-mouse, CF 594, SAB4600402, Merck, 1:1000, 1 hour) was performed at room temperature on a shaker. Following three further washes, sections were mounted onto glass slides using fluorescence mounting medium (Dako Denmark A/S, Glostrup, DNK) and images were acquired using a Nikon A1 confocal microscope with 20X, 60X or 100X objectives and the software NIS-Elements AR (version 5.02.01, Nikon Instruments Inc., Tokyo, JP).

1. **Quantitative analysis of immunohistology**

STAT3 fluorescence intensity was quantified using the software ImageJ [16] according to a published procedure [17]. Briefly, for 5-HT/STAT3, large images consisting of 4 by 5 60X panels for each channel (5-HT: green; STAT3: red) were obtained, centred on the DR area *(see main article text for details)*. Since microglia and astrocytes are far smaller than serotonergic neurons, less abundant and more dispersed in the DR, 100X multichannel images were acquired for Iba1/STAT3 and GFAP/STAT3 (Iba1 or GFAP: green; STAT3: red). For quantification of STAT3 immunoreactivity in serotonergic neurons (5-HT/STAT3), microglia (Iba1/STAT3) and astrocytes (GFAP/STAT3), areas of the images where a signal was detected in the green-channel image (i.e. 5-HT-, Iba1- or GFAP-positive cells) were selected and the green-channel images were used to create individual selection masks (“ROIs) applied to the STAT3 channel to restrict the analysis to relevant cells. STAT3 signal intensity was measured in red-channel 8-bit images within the pre-defined ROI, and intensity values normalised to image size were used for statistical analysis.

In the case of STAT3 quantification and quantification of viral transfection efficiency for the viral knockdown experiments, the ROI was defined as a rectangle (approx. 700 × 800 µm^2^, directly ventral to cerebral aqueduct at midline) corresponding to the DR. Overall STAT3 fluorescence signal intensity in this ROI was measured using ImageJ and compared between groups to confirm the knockdown of STAT3 protein expression in the DR area of AAV-Cre-injected animals.

For analysis of transfection efficiency, sections from the DR of the AAV-Cre-injected cohort were stained for NeuN and DAPI. Within the rectangular ROI, defined as described above, GFP-positive cells (i.e. virally transfected cells) were counted and related to the total number of DAPI-positive cells (transfection efficiency, %) or to the number of NeuN-positive cells (neurotropism, %) observed.
File conversion to .tif was performed with the program ImageJ [16] and the open-source software QuPath was employed for cell counting analyses [18].

1. **Brain extraction**

For RNA and protein sample collection, mice were killed by cervical dislocation, whole brains were extracted and rapidly embedded in O.C.T. medium (Sakura Finetek, Staufen im Breisgau, DE). These were rapidly placed onto a rack in a N2-filled box, well clear of the liquid portion, to flash-freeze the brains and then stored at -80 ˚C until further processing. The dorsal raphe nucleus (DR) area was collected from four 300 µm-thick coronal sections (Bregma -4.0 mm to Bregma -5.2 mm [2]) obtained using a Leica cryotome (Leica CS1950, Leica Microsystems, Wetzlar, DE) set to -8 °C. A microdissection knife was used to dissect a square area (1.5 x 1.5 mm^2^) directly below the aqueduct in each section, containing the DR including lateral wings and ventromedial portion [2]. The tissue was stored in 400 µl RNALater (ThermoFisherScientific, Vienna, AT) at -20 ˚C until further processing.

1. **RNA extraction**

RNA extraction was performed using miRNEasy Mini Kit (Qiagen, Venlo, NL) by following the manufacturer’s protocol (“Quick start guide”). Briefly, tissue was removed from RNAlater and placed into 700 µl Qiazol (Qiagen) and mechanically disrupted until the homogenate was clear. This mix was incubated at room temperature (RT) for 5 min before addition of chloroform, with a further incubation period of 3 min. After centrifugation (15 min, 12000 G, 4 °C), the upper phase was transferred and RNA was precipitated with 1.5 × the sample volume in ethanol (96 %). Provided columns and collection tubes were used to retain the precipitate prior to washing the filter with the provided wash buffers (RWT once, RPE twice). At each of these steps, the flowthrough after a quick centrifugation step was discarded. Finally, RNA was eluted from the column filter using 40 µl of RNAse-free water.

1. **RNA-Seq and bioinformatic analysis**

RNA samples used for RNA-Seq were checked for quality using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, US) and showed RNA Integrity Numbers (RIN) above 7.0. Library preparation and sequencing was performed by the Core facility Genomics, Medical University of Vienna, as previously described elsewhere [19]. Briefly, we prepared sequencing libraries using the NEBNext® Ultra™ II RNA Library Prep Kit (New England Biolabs, Ipswich, MA, US) by following the manufacturer’s protocol, and sequencing was carried out on the Illumina NExtSeq500 platform (Illumina, San Diego, CA, US) in 75 bp single-read mode.
Data was initially analysed on the Illumina Basespace platform (Illumina). Briefly, RNA-Seq data were mapped to the Mus musculus/mm10 assembly of
the murine genome using STAR Aligner [20].

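DESeq2's Wald test, run on the deposited counts of the 20056 genes with at least 1 count, called Gm1821, Lrp2, Nrn1, Rasgef1b, Stac2 and Zfp956. These genes are named because they were called, after their values were seen. Nrn1 and Stac2 are among the DEG of Supplementary Table 3A, and the others are not. Nrn1 (chromosome 13 of GRCm38, 36725361 to 36735131) was read at 120.1 ± 7.45 CPM (SD, n = 4) in controls and 100.5 ± 5.69 CPM (SD, n = 8) in STAT3 KO mice, with a DESeq2 log2 fold change of -0.26 (standard error 0.052, adjusted p = 0.00466). Control 3 was the highest of the controls. Stac2 (chromosome 11, 98036623 to 98053462) fell from 73.7 ± 8.29 CPM to 52.5 ± 6.90 CPM, with a DESeq2 log2 fold change of -0.49 (standard error 0.10, adjusted p = 0.00466). Rasgef1b (chromosome 5, 99217426 to 99729065) fell from 39.9 ± 1.92 CPM to 33.1 ± 1.54 CPM, with a DESeq2 log2 fold change of -0.27 (standard error 0.052, adjusted p = 0.00225). Zfp956 (chromosome 6, 47953390 to 47965300) rose from 20.5 ± 0.503 CPM to 24.0 ± 0.745 CPM, with a DESeq2 log2 fold change of 0.23 (standard error 0.053, adjusted p = 0.049). For Nrn1, Stac2, Rasgef1b and Zfp956 the values of the genotypes did not overlap, and the two-sided exact permutation p was 0.00202, the smallest that the splits can give. Lrp2 (chromosome 2, 69424340 to 69586065) rose from 1.51 ± 0.366 CPM to 3.26 ± 1.10 CPM, with a DESeq2 log2 fold change of 1.11 (standard error 0.26, adjusted p = 0.049, two-sided exact permutation p = 0.00404). Gm1821, a transcribed processed pseudogene on chromosome 14, had 701 counts in control 4 and 629 in control 11, the male controls, and at most 3 in any other animal. Its adjusted p with DESeq2 was 9.49e-05. Reads of a processed pseudogene can be shared with the gene it was copied from, and the paper's own values for Gm1821 lay between 146 and 175 FPKM in all 12 animals, so its counts are uncertain. The likelihood ratio test of edgeR called 3 of these genes, Nrn1, Rasgef1b and Stac2.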

Differential gene expression was analysed using DESeq2 [21]. Raw *p* values were adjusted to obtain *q* values, corrected for multiple comparisons by
applying the Benjamini-Hochberg method and a false discovery rate of 5%.
Raw and processed data are available online at the Gene Expression Omnibus (GEO) data repository of the National Center for Biotechnology Information (NCBI) under the accession number GSE146101.

Differentially expressed genes (DEG) were subjected to *post hoc* Venn (Venny 2.1.0 [22]) and gene list enrichment analysis with the online tool Enrichr [23, 24], focussing on gene ontologies (GO) relating to biological processes [25, 26] and KEGG pathways (Kyoto Encyclopedia of Genes and Genomes [27]). The top 5 significant gene sets or KEGG pathways (ranked by adjusted *p* value according to Enrichr) are reported. For Venn analysis of the DEG set, a list of confirmed STAT3 targets was obtained from ChIP-Atlas, a database of ChIP-Seq data [28], while lists of genes and variants associated with MDD, SCZ and BP were obtained from the online database DisGeNet [29].

1. **Quantitative Real Time-PCR**

The procedure was carried out as previously described [1]. For cDNA synthesis using the DyNamo cDNA Synthesis Kit (ThermoFisherScientific), 450 ng of DR RNA were used per sample and the manufacturer’s protocol was followed exactly. Controls lacking RNA template input or reverse transcriptase were included to check for contamination of samples and reagents.
qRT-PCR was carried out using a Bio-Rad CFX Connect PCR cycler (Bio-Rad, Hercules, CA, US) and Go-Taq qPCR Master Mix for dye-based qPCR (Promega, Madison, WI, US). STAT3 and β-actin primers were obtained from Invitrogen (Vienna, AT) and diluted to a working concentration of 20 µM. Sequences are listed in Supplementary Table 2. All reactions were performed in duplicates, and semi-quantitative analysis of STAT3 expression vs. β-actin expression was carried out using the ΔΔC(t) method [30].

1. **Viral STAT3 knockdown STAT3**

A timeline of experimental procedures is provided in Figure 4B.

Male and female STAT3^fl/fl^ mice were deeply anaesthetised with isoflurane (4-4.5% for induction; 1.7-2.5% for maintenance; Forane, Baxter, Deerfield, IL, US) and head-fixed in a stereotactic frame (Kopf Instruments). A microsyringe (Hamilton, Reno, NV, US) controlled by a microinjection pump (Longer Precision Pump Co., Hebei, CHN) was used to infuse 0.5 µl of AAV-Cre (pAAV.CMV.HI.eGFP-Cre.WPRE.SV40, Addgene viral prep #105545-AAV5) or AAV-GFP (pAAV.CMV.PI.EGFP.WPRE.bGH; Addgene viral prep #105530-AAV5; produced by James M. Wilson; titer: 10^13^  genome copies/ ml) over 8 minutes at each of the following coordinates relative to Bregma (adjusted for each mouse using a conversion factor *f* as outlined above [3]): (a) x= 0.0, y= -4.5 , z= -2.9; (b) x= 0.0, y= -4.5, z= -2.7. These coordinates were chosen to target the centre of the dorsal raphe nucleus (DR). Two injection sites were targeted due to the high white matter density of the DR which is reported to hamper the spread of viral particles [31]. The AAV5 serotype was chosen due to its ability to transfect neurons stably [32]. A pause of 2 minutes before and 5 minutes after each syringe discharge was observed to allow for brain tissue to settle, and to avoid spreading the virus upon syringe retraction. After suturing, mice received post-operative analgesia (tramadol, dosage 60 mg/ kg, volume 10 ml/ kg, i.p.; Tramal, Grünenthal, Aachen, DE; carprofen in tap water, dosage 7.5 mg/ ml, p.o. for 3 days, Rimadyl, Zoetis, Parsippany-Troy Hills, NJ, US) and were allowed to recover for two weeks before the start of the first experimental procedures (SPT training).

Behavioural tests were carried out as detailed above, and in the following order: SPT, NSF, OFT, FST, amphetamine sensitisation. Upon termination of behavioural experiments, mice were transcardially perfused with 4% paraformaldehyde as detailed above for immunofluorescence procedures, and 30 µm DR sections were collected, mounted using fluorescence mounting medium (Dako Denmark A/S, Glostrup, DK) and examined for the presence and overall spread of GFP+ cells in the DR to determine viral gene expression in each animal. Following this procedure, we excluded 3-4 out of 12 mice per group in which the injection site or the viral spread was deemed unsuitable.

1. **Statistical analysis and graphical representations**

GraphPad Prism 7.0 (GraphPad Software Inc., San Diego, CA, US) was used for all statistical analyses and preparation of graphs. Two-tailed, two-sample Student’s *t* test was applied wherever two groups were being compared, as data were mostly normally distributed. Where groups did not show equal variances (as calculated by *F*-test), a Welch correction was applied. In the case of a repeated measures design, such as for amphetamine sensitisation analysis, repeated-measure ANOVA was applied. All data is shown as mean ± standard deviation (SD), and individual values are represented graphically.
Statistical outliers falling outside the interval mean ± 2 SD were pre-excluded from analyses to avoid skewing the data, as this interval represents >95% of values around the mean of a normally distributed dataset.

Python was used to prepare the volcano plot (Figure 3A) and heatmap of viral transduction in AAV-Cre animals (Figure 4A).

**SUPPLEMENTARY FIGURE LEGEND**

**Supplementary Figure 1.**

Microglial and astrocytic STAT3 expression in the DR area is unaltered in STAT3 KO animals. (A, B) Examination of STAT3 immunoreactivity within Iba1/ GFAP-positive cells (representative images: 100X, scale bar: 20 µm; ROI: white outlines used as masks in STAT3 channel) and (C, D) accompanying quantification of STAT3 fluorescence intensity revealed no differences in STAT3 expression between STAT3 KO and control mice in the DR. A.U.: arbitrary units; DR: dorsal raphe; GFAP: glial fibrillary acidic protein; Iba1: ionized calcium-binding adapter molecule 1; KO: knockout; STAT3: signal transducer and activator of transcription 3. All data are presented as mean ± SD.

**REFERENCES**

1. Reisinger SN, Kong E, Molz B, Humberg T, Sideromenos S, Cicvaric A, et al. Flotillin-1 interacts with the serotonin transporter and modulates chronic corticosterone response. Genes Brain Behav. 2018:e12482.

2. Paxinos G. Paxinos and Franklin’s the mouse brain in stereotaxic coordinates /. 4th ed. Amsterdam : Boston :; 2013.

3. Athos J, Storm DR. High precision stereotaxic surgery in mice. Curr Protoc Neurosci. 2001;Appendix 4:Appendix-4A.

4. Gobbi G, Murphy DL, Lesch K, Blier P. Modifications of the serotonergic system in mice lacking serotonin transporters: an in vivo electrophysiological study. J Pharmacol Exp Ther. 2001;296:987–995.

5. Lira A, Zhou M, Castanon N, Ansorge MS, Gordon JA, Francis JH, et al. Altered depression-related behaviors and functional changes in the dorsal raphe nucleus of serotonin transporter-deficient mice. Biol Psychiatry. 2003;54:960–971.

6. Allers KA, Sharp T. Neurochemical and anatomical identification of fast- and slow-firing neurones in the rat dorsal raphe nucleus using juxtacellular labelling methods in vivo. Neuroscience. 2003;122:193–204.

7. Reisinger SN, Wanek T, Langer O, Pollak DD. PET imaging of the mouse brain reveals a dynamic regulation of SERT density in a chronic stress model. Transl Psychiatry. 2019;9:1–11.

8. Mosienko V, Bert B, Beis D, Matthes S, Fink H, Bader M, et al. Exaggerated aggression and decreased anxiety in mice deficient in brain serotonin. Transl Psychiatry. 2012;2:e122.

9. Der-Avakian A, Markou A. The neurobiology of anhedonia and other reward-related deficits. Trends in Neurosciences. 2012;35:68–77.

10. Samuels BA, Hen R. Novelty-Suppressed Feeding in the Mouse. In: Gould TD, editor. Mood and Anxiety Related Phenotypes in Mice: Characterization Using Behavioral Tests, Volume II, Totowa, NJ: Humana Press; 2011. p. 107–121.

11. Molendijk ML, de Kloet ER. Coping with the forced swim stressor: Current state-of-the-art. Behavioural Brain Research. 2019;364:1–10.

12. Bourin M, Hascoët M. The mouse light/dark box test. Eur J Pharmacol. 2003;463:55–65.

13. Walf AA, Frye CA. The use of the elevated plus maze as an assay of anxiety-related behavior in rodents. Nat Protocols. 2007;2:322–328.

14. Steinkellner T, Montgomery TR, Hofmaier T, Kudlacek O, Yang J-W, Rickhag M, et al. Amphetamine action at the cocaine- and antidepressant-sensitive serotonin transporter is modulated by αCaMKII. J Neurosci. 2015;35:8258–8271.

15. Prus AJ, James JR, Rosecrans JA. Conditioned Place Preference. In: Buccafusco JJ, editor. Methods of Behavior Analysis in Neuroscience, . 2nd ed.Boca Raton (FL): CRC Press/Taylor & Francis; 2009.

16. Schneider CA, Rasband WS, Eliceiri KW. NIH Image to ImageJ: 25 years of image analysis. Nat Methods. 2012;9:671–675.

17. Bankhead P. Analyzing fluorescence microscopy images with ImageJ · GitBook (Legacy). GitBook. https://legacy.gitbook.com/book/petebankhead/imagej-intro/details. Accessed 22 February 2020.

18. Bankhead P, Loughrey MB, Fernández JA, Dombrowski Y, McArt DG, Dunne PD, et al. QuPath: Open source software for digital pathology image analysis. Sci Rep. 2017;7:1–7.

19. Reisinger SN, Bilban M, Stojanovic T, Derdak S, Yang J, Cicvaric A, et al. Lmo3 deficiency in the mouse is associated with alterations in mood-related behaviors and a depression-biased amygdala transcriptome. Psychoneuroendocrinology. 2020;111:104480.

20. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29:15–21.

21. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biology. 2014;15:550.

22. VENNY. OmicX. https://omictools.com/venny-tool. Accessed 10 November 2019.

23. Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, et al. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics. 2013;14:128.

24. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. 2016;44:W90–W97.

25. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, et al. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet. 2000;25:25–29.

26. The Gene Ontology Consortium. The Gene Ontology Resource: 20 years and still GOing strong. Nucleic Acids Res. 2019;47:D330–D338.

27. Kanehisa M, Goto S. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res. 2000;28:27–30.

28. Oki S, Ohta T, Shioi G, Hatanaka H, Ogasawara O, Okuda Y, et al. ChIP-Atlas: a data-mining suite powered by full integration of public ChIP-seq data. EMBO Reports. 2018;19:e46255.

29. Piñero J, Ramírez-Anguita JM, Saüch-Pitarch J, Ronzano F, Centeno E, Sanz F, et al. The DisGeNET knowledge platform for disease genomics: 2019 update. Nucleic Acids Res. https://doi.org/10.1093/nar/gkz1021.

30. Schmittgen TD, Livak KJ. Analyzing real-time PCR data by the comparative C T method. Nature Protocols. 2008;3:1101–1108.

31. Correia P, Matias S, Mainen Z. Stereotaxic Adeno-associated Virus Injection and Cannula Implantation in the Dorsal Raphe Nucleus of Mice. BIO-PROTOCOL. 2017;7.

32. Davidson BL, Stein CS, Heth JA, Martins I, Kotin RM, Derksen TA, et al. Recombinant adeno-associated virus type 2, 4, and 5 vectors: Transduction of variant cell types and regions in the mammalian central nervous system. Proc Natl Acad Sci U S A. 2000;97:3428–3432.

# Supplementary material for: STAT3 in the dorsal raphe gates behavioural reactivity and regulates gene networks associated with psychopathology
**Source:** Mol Psychiatry. 2020 Oct 12;26(7):2886–99. doi: 10.1038/s41380-020-00904-2
**Supplement:** Supplementary file 3 — Suppl Table 1

**Supplementary Table 1**

| Model                               | Experiment                                                      | Figure | sample size / condition                                           |                                                                    |
|-------------------------------------|-----------------------------------------------------------------|--------|-------------------------------------------------------------------|--------------------------------------------------------------------|
|                                     |                                                                 |        | control                                                           | STAT3 deletion                                                     |
| genetic serotonergic STAT3 knockout | 5HT/STAT3 immunofluorescence                                    | 1A-B   | one 4x5 stitched image per section, <u>8 sections</u> , 3 animals | one 4x5 stitched image per section, <u>10 sections</u> , 3 animals |
| genetic serotonergic STAT3 knockout | Iba1/STAT3 immunofluorescence                                   | 1C-D   | 5 images per section, <u>9 sections</u> , 3 animals               | 5 images per section, <u>9 sections</u> , 3 animals                |
| genetic serotonergic STAT3 knockout | GFAP/STAT3 immunofluorescence                                   | 1E-F   | 5 images per section, <u>9 sections</u> , 3 animals               | 5 images per section, <u>9 sections</u> , 3 animals                |
| genetic serotonergic STAT3 knockout | DR electrophysiology                                            | 1H     | 6 animals                                                         | 8 animals                                                          |
| genetic serotonergic STAT3 knockout | Open field                                                      | 2A     | 26 animals                                                        | 26 animals                                                         |
| genetic serotonergic STAT3 knockout | Rotarod                                                         | 2B     | 24 animals                                                        | 27 animals                                                         |
| genetic serotonergic STAT3 knockout | Sucrose preference test                                         | 2C     | 26 animals                                                        | 24 animals                                                         |
| genetic serotonergic STAT3 knockout | Novelty-suppressed feeding: latency to feed                     | 2D     | 23 animals                                                        | 22 animals                                                         |
| genetic serotonergic STAT3 knockout | Novelty-suppressed feeding: body mass                           | 2E     | 23 animals                                                        | 22 animals                                                         |
| genetic serotonergic STAT3 knockout | Novelty-suppressed feeding: weight loss during food restriction | 2F     | 23 animals                                                        | 22 animals                                                         |
| genetic serotonergic STAT3 knockout | Novelty-suppressed feeding: food consumption post-test          | 2G     | 23 animals                                                        | 22 animals                                                         |
| genetic serotonergic STAT3 knockout | Forced swim test                                                | 2H     | 23 animals                                                        | 23 animals                                                         |
| genetic serotonergic STAT3 knockout | Light-dark box                                                  | 2I     | 25 animals                                                        | 24 animals                                                         |
| genetic serotonergic STAT3 knockout | Elevated plus maze                                              | 2J     | 25 animals                                                        | 24 animals                                                         |
| genetic serotonergic STAT3 knockout | RNA-Seq                                                         | 3A-E   | 4 animals                                                         | 8 animals                                                          |
| genetic serotonergic STAT3 knockout | Amphetamine sensitisation                                       | 3F     | 8 animals                                                         | 9 animals                                                          |
| genetic serotonergic STAT3 knockout | Conditioned place preference                                    | 3G     | 9 animals                                                         | 8 animals                                                          |

|                                |                                                                 |    |                               |                               |
|--------------------------------|-----------------------------------------------------------------|----|-------------------------------|-------------------------------|
| viral-mediated STAT3 knockdown | STAT3 immunofluorescence                                        | 4D | <u>5 sections</u> , 2 animals | <u>6 sections</u> , 2 animals |
| viral-mediated STAT3 knockdown | Transfection efficiency                                         | 4E | x                             | <u>7 sections</u> , 3 animals |
| viral-mediated STAT3 knockdown | Neural tropism                                                  | 4E | x                             | <u>5 sections</u> , 2 animals |
| viral-mediated STAT3 knockdown | Open field                                                      | 4F | 9 animals                     | 8 animals                     |
| viral-mediated STAT3 knockdown | Sucrose preference test                                         | 4G | 9 animals                     | 8 animals                     |
| viral-mediated STAT3 knockdown | Novelty-suppressed feeding: latency to feed                     | 4H | 8 animals                     | 8 animals                     |
| viral-mediated STAT3 knockdown | Novelty-suppressed feeding: body mass                           | 4I | 8 animals                     | 8 animals                     |
| viral-mediated STAT3 knockdown | Novelty-suppressed feeding: weight loss during food restriction | 4J | 8 animals                     | 8 animals                     |
| viral-mediated STAT3 knockdown | Novelty-suppressed feeding: food consumption post-test          | 4K | 8 animals                     | 8 animals                     |
| viral-mediated STAT3 knockdown | Forced swim test                                                | 4L | 9 animals                     | 8 animals                     |
| viral-mediated STAT3 knockdown | Amphetamine sensitisation                                       | 4M | 9 animals                     | 8 animals                     |

# Supplementary material for: STAT3 in the dorsal raphe gates behavioural reactivity and regulates gene networks associated with psychopathology
**Source:** Mol Psychiatry. 2020 Oct 12;26(7):2886–99. doi: 10.1038/s41380-020-00904-2
**Supplement:** Supplementary file 4 — Suppl Table 2

## **Supplementary Table 2**

### **Primary antibodies**

| <b>Antigen</b> | <b>Species</b> | <b>Manufacturer</b>                     | <b>Catalog number</b> | <b>Experiment</b>                                                                      | <b>Figure</b>  | <b>Working concentration</b> |
|----------------|----------------|-----------------------------------------|-----------------------|----------------------------------------------------------------------------------------|----------------|------------------------------|
| STAT3          | rabbit         | Santa Cruz Biotechnology                | sc-7179               | 5-HT/STAT3 immunofluorescence; STAT3 immunofluorescence in AAV-Cre and AAV-GFP cohorts | 1A, 1B; 4C, 4D | 1:100                        |
| STAT3          | mouse          | Abcam                                   | ab119352              | Iba1/STAT3 immunofluorescence; GFAP/STAT3 immunofluorescence                           | 1C, 1D; 1E, 1F | 1:100                        |
| 5-HT           | goat           | Abcam                                   | ab66047               | 5-HT/STAT3 immunofluorescence                                                          | 1A, 1B         | 1:200                        |
| Iba1           | rabbit         | FUJIFILM Wako Pure Chemical Corporation | 019-19741             | Iba1/STAT3 immunofluorescence                                                          | 1C, 1D         | 1:1000                       |
| GFAP           | rabbit         | Sigma-Aldrich                           | G9269                 | GFAP/STAT3 immunofluorescence                                                          | 1D, 1F         | 1:500                        |
| NeuN           | mouse          | Chemicon/<br>Sigma-Aldrich              | MAB377                | NeuN immunofluorescence                                                                | 4E             | 1:500                        |

### **Primers for qRT-PCR**

| <b>Target</b>  | <b>Forward sequence (5' to 3')</b> | <b>Reverse sequence (5' to 3')</b> |
|----------------|------------------------------------|------------------------------------|
| STAT3          | GTTCTCGTCCACCACCAAGC               | CCTTGCCAGCCATGTTTTCTTTG            |
| $\beta$ -actin | ATGGTGGGAATGGGTCAGAAG              | TCTCCATGTCGTCCCAGTTG               |

### **Viral vectors**

| <b>Group</b> | <b>Full name</b>               | <b>Manufacturer</b> | <b>Serotype</b> | <b>Catalog number</b> | <b>Author</b>   |
|--------------|--------------------------------|---------------------|-----------------|-----------------------|-----------------|
| AAV-Cre      | pAAV.CMV.HI.eGFP-Cre.WPRE.SV40 | Addgene             | AAV5            | #105545-AAV5          | James M. Wilson |
| AAV-GFP      | pAAV.CMV.PI.eGFP.WPRE.bGH      | Addgene             | AAV5            | #105530-AAV5          | James M. Wilson |

# Supplementary material for: STAT3 in the dorsal raphe gates behavioural reactivity and regulates gene networks associated with psychopathology
**Source:** Mol Psychiatry. 2020 Oct 12;26(7):2886–99. doi: 10.1038/s41380-020-00904-2
**Supplement:** Supplementary file 6 — Suppl Table 3B

**Supplementary Table 3B****Enrichr analysis of DEGxSTAT3 (accessed 17.10.2019)**

top 5 enriched processes (ranked by adjusted p value)

# Supplementary material for: STAT3 in the dorsal raphe gates behavioural reactivity and regulates gene networks associated with psychopathology
**Source:** Mol Psychiatry. 2020 Oct 12;26(7):2886–99. doi: 10.1038/s41380-020-00904-2
**Supplement:** Supplementary file 8 — Suppl Table 3C

### **Supplementary Table 3D**

How the deposited data were processed for this re-analysis (not part of the article)

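RNA of the DR of 4 controls and 8 STAT3 KO mice was sequenced by the authors, with 1 library per animal and no pooling. The authors mapped the reads to the mm10 assembly with STAR, and the deposited files give raw counts per gene symbol for each animal, without normalisation. The paper's text does not name the read counter, the annotation or whether strand was used. Each file ends with 2 lines for reads that were assigned to no single gene, and these were left out. Genotype and sex were taken from the sample labels, and the number in each library's title was used as the animal's number. Each of the 12 FPKM columns of Supplementary Table 3A followed the library with the same number more closely than any other library (12 of 12, across 1629 genes). Over the 66 pairs of libraries, differences were 2.55 to 11.0 times those of counting noise, across 13400 genes with a mean of at least 50 counts, so no library was a copy of another.

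The files list 24421 genes, of which 20056 had at least 1 count. Counting depth was 24379588 to 29645210 counts per library. At this depth 3 counts, the floor used, equal 0.101 to 0.123 CPM. This floor covers counting error only, while the interval of Stat3's fold change also includes the spread between animals.

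Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The main test was edgeR's two-sided quasi-likelihood test of genotype with TMM normalisation and no covariate. Genes were filtered with filterByExpr by genotype, at its settings of 10 counts per library and 15 in total, which left 15453 genes. P values were adjusted with the Benjamini-Hochberg method, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the test statistic. Values per animal are CPM with TMM normalisation, and log2 CPM used a prior count of 2. Single genes were also compared with a two-sided exact permutation test of the difference in mean log2 CPM over all splits of the animals into groups of 4 and 8. Its smallest p is 0.00202. The BP list of Supplementary Table 3C was compared with Fisher's exact test, and with 10000 random lists drawn from 50 bins of mean expression. The interaction of genotype and sex was tested with the quasi-likelihood test. For 12 lists of marker genes of cell types and neighbouring regions, written from general knowledge, the log2 fold changes were tested with limma's camera, with the correlation between genes estimated from the data, once with all genes and once without the DEG of Supplementary Table 3A. Gene positions are those of GENCODE vM21 for GRCm38, counted from 1.

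The alternatives were DESeq2, edgeR's likelihood ratio test, limma-voom with sample quality weights, RLE in place of TMM, no filter beyond 1 count, at least 10 counts in every library, sex as a covariate, and each animal left out in turn. The permutation test was repeated with RLE, with a prior count of 0.5, with mean CPM and with the FPKM of Supplementary Table 3A plus 0.1. One alternative, edgeR's trended dispersion with a likelihood ratio test, was chosen after seeing the data. It gives all genes of an expression level one dispersion.

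The text names Stat3, Slc6a4 and Tph2, every DEG of the main test if they are 20 or fewer, the 5 genes with the largest rise and the 5 with the largest fall in Supplementary Table 3A, the potassium and sodium channel genes among its DEG, the lists of synaptic vesicle and amphetamine genes, and Xist and Ddx3y. The genes called with DESeq2 and those called for an interaction with sex were named after their values were seen. Of the channel and amphetamine genes, 2 are not reported here and were left out of the counts over these sets, but not out of the tests over all genes.

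The tests were also run on simulated counts with the means, library sizes and dispersions of these libraries and 200 changed genes, with log2 fold changes of 0.5, 1, 1.5 and 2 in either direction. Of the 197 changed genes that passed the filter, the quasi-likelihood test recovered 83.2%, and 2.38% of its calls were false. It recovered 58% of those with a log2 fold change of 0.5 and 100% of those with 2, and smaller changes were not simulated. DESeq2 recovered 83.5% of 200 changed genes, with 10.2% of its calls false. One dispersion per expression level recovered 88.3%, with 34.6% of its calls false, and it made 56 calls when no gene was changed. In that case the quasi-likelihood test and voom made 0 calls, and the likelihood ratio test and DESeq2 made 1 each. For the permutation test, 15453 genes of independent normal noise were simulated in place of counts, and 4.92% had a p below 0.05. Such noise must give a share near the threshold, so this checks the computation only and not the test's behaviour in these counts. The adjustment for marker scores was tested on simulated data after its results were seen. In these simulated libraries, 20 genes shared 1 factor per library with the marker genes, shifted upward in STAT3 KO mice. Their median log2 fold change was 1.02 without and -0.031 with the marker score as a covariate. This removal followed from the construction. No gene with a genotype effect of its own was simulated, so it is not known whether the adjustment keeps such effects.

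The ChIP-Atlas targets, the members of the GO terms and KEGG pathways, the MDD list and the later part of the SCZ list were not analysed here, and neither were the enrichment results of the paper.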

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

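The tests of the forebrain list without control 4 and of the other splits with DESeq2 were chosen only after the result was seen. Each group of animals was examined for an animal far from the others of its genotype, by its gap to the nearest animal divided by the range of the group. Of 102 groups of values examined, 6 held such an animal, where chance gives about 5.1. Of the 6, 3 were in control 4. The sex markers went against the label in 0 of 12 libraries, so a mislabelled sample of the other sex was ruled out. The labels give no batch. Control 4 had 27849492 counts, within the range of the STAT3 KO libraries, and its TMM factor was 0.988 in a range from 0.985 to 1.01, so depth and normalisation do not set it apart.

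In control 4, Ddn was read at 6.73 log2 CPM against 2.55 to 3.11 in the other controls, a gap of 0.866 of the range, and Egr3 at 4.69 against 1.13 to 1.52, a gap of 0.890 of the range. The score of the forebrain excitatory marker list was 1.89 in control 4 and -0.39 to -0.28 in the other controls, a gap of 0.949 of the range. A candidate explanation is forebrain tissue in this sample. Without control 4, the median log2 fold change of the forebrain list, with the DEG of Supplementary Table 3A left out, went from -0.13 to 0.20. The lower values of these genes in STAT3 KO mice may therefore rest on this animal. With the same genes left out, the score was also raised in STAT3 KO 16, 15 and 5, at 0.53, 0.39 and 0.29 against -0.44 to -0.28 in the controls other than control 4, so control 4 is not the only animal with a raised score. A biological difference of this animal, such as neuronal activity acting on Egr3, was not tested and cannot be told apart from tissue taken up at dissection.

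Single animals also stood apart for Slc6a4, read at 8.66 log2 CPM in STAT3 KO 5 against 7.24 to 7.89 in the other STAT3 KO mice, a gap of 0.543 of the range. Nrn1 was read at 7.04 log2 CPM in control 3 against 6.85 to 6.88, a gap of 0.867 of the range. The erythrocyte list had a score of 1.23 in STAT3 KO 6 against -0.51 to 0.27, a gap of 0.553 of the range, and only 2 of its genes were tested. These animals are of both genotypes, their depths lie within the ranges of the other libraries, and no explanation was tested for any of them.

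Lrp2 and Zfp956, which are not among the paper's DEG, were higher in 8 of 8 STAT3 KO mice than in any control and had an adjusted p of 0.049 with DESeq2, with log2 fold changes of 1.11 and 0.23. In edgeR's quasi-likelihood test their adjusted p values were 0.615 and 0.387. Over all alternatives they lay between 2.51e-05 (one dispersion per expression level) and 0.979 for Lrp2 and between 0.049 and 0.979 for Zfp956. Of 40 splits of the animals drawn at random, the real one included, 10 gave as many genes with an adjusted p below 0.05 in DESeq2, so these calls may have arisen by chance. Reads shared with paralogs were not tested for either gene.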

How the results depend on the processing

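The alternatives were set before the data were examined, except one dispersion per expression level, which was chosen after seeing the data. No paired analysis was possible because the controls and the STAT3 KO mice share no replicate numbers.

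The DEG count of 0 stayed 0 with limma-voom, RLE, no filter beyond 1 count, at least 10 counts in every library and sex as a covariate, with 1083 to 1603 genes at an unadjusted p below 0.05. With DESeq2 there were 6 DEG, 2 higher and 4 lower, and 2 of the paper's DEG were called. With edgeR's likelihood ratio test there were 3, all lower, with 2 of the paper's DEG. Without 1 animal at a time there were 0 to 1 DEG (0 higher and 0 to 1 lower), 0 to 1 of the paper's DEG, 0 to 1 synaptic vesicle genes, 0 channel genes and 0 amphetamine genes. In these fits 778 to 1673 genes had an unadjusted p below 0.05. With one dispersion per expression level there were 297 DEG (184 higher and 113 lower), 188 of the paper's DEG, 9 channel genes, 8 synaptic vesicle genes and 3 amphetamine genes. DESeq2 called 2 genes for the interaction of genotype and sex. RLE, at least 10 counts in every library and leaving out each STAT3 KO mouse gave 0, with 610 to 1077 genes at an unadjusted p below 0.05, and no other alternative was run for it. For DESeq2, the likelihood ratio test and leaving out animals the cause was not tested. Gm11549 had 174 counts in control 4 and at most 36 in the other animals, and did not pass the main filter. With no filter beyond 1 count its log2 fold change was -2.59 (standard error 1.01).

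The direction of the paper's DEG was kept for 190 of 190 genes with the likelihood ratio test, RLE and sex as a covariate, for 189 with limma-voom, for 185 of 191 with DESeq2, and for 172 to 190 without 1 animal at a time. The exact permutation test gave a p below 0.05 for 93 of the paper's DEG with RLE, 94 with a prior count of 0.5, 72 with mean CPM and 88 of 194 with the paper's FPKM. The odds ratio of the BP list stayed between 4.98 and 5.71 with other backgrounds. That of the analysed first part of the SCZ list was 2.83.

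Among the log2 fold changes, Stat3 went from -0.0077 to 0.0020, Tph2 from 0.055 to -0.0087 and Ddx3y from -0.051 to 0.64 with limma-voom, and Ttr went from 5.01 to -0.24 with DESeq2. Without 1 animal at a time the log2 fold change ranged from -0.018 to 0.0047 for Stat3, -0.23 to 0.078 for Slc6a4, -0.042 to 0.13 for Tph2, -2.62 to 1.03 for Tbr1, -2.03 to 0.52 for 9130024F11Rik, -1.86 to 0.70 for Ddn, -1.73 to 0.33 for Egr3, -1.67 to 0.25 for Kcnj4, -0.92 to 0.39 for Kcnv1, -1.74 to 0.11 for Slc17a7, -0.68 to 0.32 for Camk2a, -0.55 to 0.69 for Xist and -0.46 to 0.62 for Ddx3y, while that of Slc17a6 kept its sign, from -0.42 to -0.21. The median log2 fold change of marker lists also changed sign, with ranges from -0.51 to 0.20 for forebrain (-0.30 to 0.20 without the paper's DEG), -0.031 to 0.11 for serotonergic with either choice, -0.055 to 0.047 for noradrenergic (-0.14 to 0.0047 without the paper's DEG), -0.044 to 0.012 for microglia with either choice, -0.11 to 0.14 for erythrocyte and -0.012 to 0.056 for astrocyte without the paper's DEG. Apart from the forebrain list and its genes, the cause was not tested.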

Differences from the paper's values

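The paper reports 194 DEG, and edgeR's quasi-likelihood test on the deposited counts gave 0, with 1184 genes at an unadjusted p below 0.05. The paper's table has 112 genes higher and 82 genes lower in STAT3 KO mice, against 0 and 0 here. None of the alternatives set before the data were examined closed these gaps: DESeq2, which the paper's methods name, gave 6 genes (2 higher and 4 lower), edgeR's likelihood ratio test gave 3 (0 higher and 3 lower), and limma-voom, RLE, the other filters on low counts and sex as a covariate gave 0. Leaving out 1 animal at a time gave 0 to 1. In the paper's table 117 of the 194 DEG share its smallest p, 5e-05, so the 194 may come from a test other than DESeq2's. With one dispersion per expression level, chosen after seeing the values, edgeR gave 297 genes (184 higher and 113 lower), which is more than 1.5 times the paper's 194, and called 188 of the paper's DEG and 109 other genes.

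Of the paper's DEG, DESeq2 and edgeR's likelihood ratio test each called 2, Nrn1 and Stac2. Without control 4, edgeR's quasi-likelihood test called 1, Slc17a6. For the 35 named genes that were tested and have a value in the paper's table, the log2 fold changes had the sign of the paper's and differed from them by no more than their standard error. Ttr, Tbr1, 9130024F11Rik, Ddn, Egr3, Kcnj4, Kcnv1, Slc17a7 and Camk2a, which had the paper's direction here, changed direction under an alternative: Ttr with DESeq2, at -0.24, and the other genes without control 4. The rise of Ttr rested on STAT3 KO 8 and STAT3 KO 16. Its median was 1.37 CPM in STAT3 KO mice and 1.64 CPM in controls, and the DESeq2 value has the direction of these medians. Slc6a4 and Tph2, whose differences were small, also changed direction without control 3, at 0.078 and -0.042, and Tph2 with limma-voom, at -0.0087.

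The paper's table marks haemoglobin genes as higher in STAT3 KO mice. In the deposited counts the 6 haemoglobin genes Hba-a1, Hba-a2, Hbb-b1, Hbb-b2, Hbb-bs and Hbb-bt had 0 counts in all 12 libraries. For Gm1821 the paper's table gives 146 to 175 FPKM in all animals, while the deposited counts were 701 and 629 in control 4 and control 11 and at most 3 in the others.

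The number of BP genes among the DEG was about 33 in Fig. 3E, read by eye, and 33 here.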

Other observations

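The tests of one dispersion per expression level, of each gene's own dispersion, of the region around Stat3, of the other splits with DESeq2 and with one dispersion per expression level, and of the paper's DEG against genes of like spread were chosen only after the absence of DEG was seen, the last of them also after the comparison with genes of like mean. The tests of ependymal, cerebellar, choroid plexus and forebrain tissue and of the paper's DEG against genes of like mean were chosen only after the patterns they concern were seen. Of 100 splits of the animals into groups of 4 and 8, drawn at random with the real one included, 100 gave at least as many DEG as the real 0, as any split must, while 19 gave as many genes at an unadjusted p below 0.05 as the real 1184. The median of the other splits was 749 genes. Of these other splits, 10 gave 1 or more DEG, with up to 81.

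A candidate explanation for the gap between the paper's DEG count and the present one is a test that takes the spread of a gene from genes of similar expression. With one dispersion per expression level, 188 of the 190 tested DEG of the paper passed. The paper's methods name DESeq2, so this does not say which test was run. In the paper's table 117 of the 194 DEG share one p, 5e-05. DESeq2's Wald test gives each gene its own p, so these ties argue against it as their source. The p values of the paper's DEG are also all multiples of 5e-05. Its table enters some genes jointly, such as Hba-a1 with Hba-a2, and these had 0 deposited counts. The table was therefore not made from the deposited counts alone. Of the 100 splits, 6 gave as many genes as the real 297 with one dispersion per expression level, against a median of 118 in the other splits. A second candidate explanation is that the paper's DEG vary between animals of one genotype. The median ratio of a DEG's own dispersion to that of genes of similar expression was 7.30, against 0.403 (0.340 to 0.477) in 1000 random lists with the same mean expression. The second value was largely fixed beforehand, since genes that keep the paper's fold changes and pass only with one dispersion per expression level must vary more than genes of similar expression, so it is no separate evidence. A true difference between genotypes in part of these genes is not excluded.

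Composition of the dissected tissue may underlie this variation. Within genotype, the median over 190 of the paper's DEG of the largest absolute correlation with a marker score was 0.859, against 0.607 in random lists with the same mean expression. Genes with a large spread follow other genes more closely, so the test was repeated with the DEG outside all marker lists against genes of like mean and like spread, where it was 0.852 against 0.680 (0.648 to 0.703). The match on spread was not complete, with a median of 0.52 for the DEG and 0.42 for the matched genes on the log2 scale. These correlations are over the same 12 animals, and the genes are not independent.

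Of the ependymal marker genes, 9 were DEG in the paper, with a median log2 fold change of 0.83. With the score of the 16 other ependymal markers as a covariate it was -0.039, and more ependymal tissue in some samples is a candidate explanation. For 10 DEG on the cerebellar list the median log2 fold change went from 0.65 to 0.15 with the score of 12 other cerebellar markers, and cerebellar tissue in some samples may explain part of it. For Ttr it went from 5.01 to -1.60 with the score of 13 other choroid plexus markers, which is consistent with choroid plexus tissue in STAT3 KO 8 and STAT3 KO 16. For 6 DEG on the forebrain list it went from -1.10 to -0.21 with the score of 9 other forebrain markers. The DR was dissected below the aqueduct, which ependymal cells line. A genotype effect on the number of ependymal cells would give the same result, and the 2 cannot be told apart.

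Among the marker lists, that of ependymal cells had the lowest p in camera. Without the paper's DEG its median log2 fold change was 0.75 (limma camera adjusted p = 0.390 over 11 lists, and 0.152 to 0.662 over the alternatives), so no list passed. The exact permutation test of its score gave p = 0.0303 (adjusted p = 0.206), two-sided. Of the 100 splits, 39 gave as many lists with an unadjusted camera p below 0.05 as the real 1. The serotonergic list had a median log2 fold change of 0.055 (limma camera adjusted p = 0.640).

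Linked sequence carried with the floxed Stat3 allele was tested as an explanation for genes with a low p near Stat3. The controls are heterozygous for this allele and carry linked sequence too, so only a difference in its dose could appear. Within 10 Mb of Stat3, 28 of 281 genes (9.96%) had an unadjusted p below 0.05, and 25.8% of windows of 20 Mb had as high a share, so by this measure the region did not stand apart. It does not exclude linked sequence for a single gene such as Stac2, which lies within 10 Mb of Stat3 and was called with DESeq2.

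The interaction of genotype and sex gave 0 genes, with 848 at an unadjusted p below 0.05. Of 100 assignments of sex within genotype, drawn from 210, 100 gave as many genes with an adjusted p below 0.05, as any must, and 22 as many at an unadjusted p below 0.05. DESeq2 called Gm1821 and Ptdss1 for the interaction. Gm1821 was above 3 counts in the male controls only, and its reads may be shared with the gene it was copied from, which was not tested. The 0 of 12 libraries against their sex label leave out a sample mislabelled for sex as an explanation.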
